# Estimation of peptide elongation times from ribosome profiling spectra

**DOI:** 10.1093/nar/gkab260

**Published:** 2021-04-22

**Authors:** Michael Y Pavlov, Gustaf Ullman, Zoya Ignatova, Måns Ehrenberg

## Abstract

Ribosome profiling spectra bear rich information on translation control and dynamics. Yet, due to technical biases in library generation, extracting quantitative measures of discrete translation events has remained elusive. Using maximum likelihood statistics and data set from *Escherichia coli* we develop a robust method for neutralizing technical biases (e.g. base specific RNase preferences in ribosome-protected mRNA fragments (RPF) generation), which allows for correct estimation of translation times at single codon resolution. Furthermore, we validated the method with available datasets from *E. coli* treated with antibiotic to inhibit isoleucyl-tRNA synthetase, and two datasets from *Saccharomyces cerevisiae* treated with two RNases with distinct cleavage signatures. We demonstrate that our approach accounts for RNase cleavage preferences and provides bias-corrected translation times estimates. Our approach provides a solution to the long-standing problem of extracting reliable information about peptide elongation times from highly noisy and technically biased ribosome profiling spectra.

## INTRODUCTION

Ribosome profiling (or Ribo-Seq) couples cell-wide profiling of the positions of translating ribosomes on messenger (mRNA) at single codon resolution (1) with deep sequencing (2) and has provided new insights into regulation of protein synthesis across species (reviewed in (3–5)). The approach requires rapid arrest of mRNA translation followed by isolation of intact mRNA-ribosome complexes, nuclease digestion of unprotected mRNA and generation of a deep-sequencing library from the ribosome-protected mRNA fragments (RPFs) (2). Interpretation of the RPFs in terms of elongation times at single codon resolution requires (i) ribosomal arrest to be faster than the single peptide elongation steps, (ii) precise estimation of the distance of the ribosomal A site (that is the ribosomal site accepting aminoacyl-tRNA-elongation factor complex) from the 5′- or 3′-ends of RPFs, (iii) neutralization of sequence-dependent biases in the experimental protocol (i.e. nuclease cleavage, amplification in the library preparation) (3,6). Fulfillment of these criteria enables determining translation time for any particular codon in the transcriptome.

Codon resolution of the RPF spectra is generally higher in eukaryotes than in bacteria. In eukaryotes, RNase I is the nuclease of choice and it cleaves precisely at ribosome boundaries (7). RNase I is inhibited by the bacterial ribosome (8), thus micrococcal nuclease (MNase, S7 nuclease) is most widely applied in generating bacterial Ribo-Seq libraries. MNase, however, cleaves with base-dependent specificity, preferably before A and U (9). Systematic analysis reveals that the MNase generated RPFs have more variable lengths at their 5′- than at their 3′-ends (7,10). Consequently, using the more precise MNase cleavage at the 3′-end to infer the A-site codon position improves the resolution of bacterial ribosome profiling sets (6,7), yet the bias in RPF generation due to the nucleotide-dependent specificity of the MNase persists.

An additional source of bias in the Ribo-Seq libraries is the local RPF sequence composition including high propensity for secondary structure formation for some RNA fragments which can interfere with the reverse transcription priming and/or with the adaptor ligation (11,12). Attempts at considering the systematic biases across Ribo-Seq libraries (13) or using smoothing algorithms to reduce data variance in the presence of the inherent heterogeneous noise of the ribosome profiling data sets (14,15) significantly improve the ability to distinguish genuine ribosome pausing from technical artifacts introduced by the library construction. Yet, a simple and robust method for neutralizing technical biases and extracting factors that determine the large sequence context dependent variations in translation speed even at identical ribosomal A-site codons is missing.

In the present work, we develop a model that accounts for the local codon context-dependent variation of peptide elongation times and RPF generation/processing biases. In total, we use 915 context-defining parameters, which are estimated by fitting the model-predicted RPF spectra to the experimental, transcriptome-wide RPF spectra using non-linear regression with maximum likelihood (ML) statistics. We also consider ribosome profiling spectra at single nucleotide resolution with homogenous fragment size to identify and neutralize RPF generation/processing biases near the 5′- and 3′-fragment ends. Our results suggest that an inner local context of five codons, including those at the A, P and E sites, accounts for the ribosomal dwell time on each A-site codon of the transcriptome. This determination of the peptide elongation times provides a basis for a detailed understanding of the dynamics of protein synthesis in living cells.

## MATERIALS AND METHODS

### Ribo-Seq library generation

*Escherichia coli* B strain AS19 was grown in LB medium until the culture reached an OD_600_ of 0.5. Cells were harvested by flash freezing and libraries from biological replicates were prepared for ribosome profiling by direct ligation of the platform-specific sequences or adapters as described (16). Sequenced RPFs were quality trimmed using *fastx-toolkit* (0.0.13.2; quality threshold: 20), sequencing adapters were cut using *cutadapt* (1.8.3); minimal overlap: (1 nt) and uniquely mapped to the *E. coli* genome (strain MG1655, version U00096.3, NCBI) using Bowtie (1.2.2) with parameters -l 16 -n 1 -e 50 -m 1—strata—best y. The RPF counts for each ORF were normalized per total mapped reads per million (RPM) (17) and calibrated to the A site using the 3′-ends of the RPFs as described earlier (18). The data sets generated in this study are accessible under the accession number GSE145571. Furthermore, we analyzed in the same way the following data sets: GSM3358136 and GSM3358137 for Ribo-Seq libraries of *E. coli* MG1655 cultured in MOPS complete synthetic media containing all 20 amino acids with no treatment or treated for 10 min with 200 μM mupirocin, respectively, and collected by filtration (6), and GSM2186726 and GSM2186728 for *S. cerevisiae* libraries in which the RPFs were generated using MNase and RNase A, respectively (19).

### Modeling strategy for Ribo-Seq spectra

Each RPF is assigned to a codon position *j* of the open reading frame from gene *i*, ORF*_i_*. The detected number of RPFs, }{}$c_{ij}^{\exp }$, often colloquially referred to as ‘RPF counts’, reflects the number of ribosomes with this particular codon in A site at the moment of flash-freezing of the cells as well as biases in the nuclease digestion of mRNA and in the further amplification/processing to DNA libraries (3,9,11,12,14,20). The expected value }{}${\lambda _{ij}}$ of the stochastic integer }{}$c_{ij}^{\exp }$ at any A-site codon position (*i,j*) we write as:

(1) }{}$$\begin{equation*}{\lambda _{ij}} = {c_{RPF}} \cdot {\nu _i} \cdot {\tau _{ij}} \cdot \gamma _{ij}^B.\end{equation*}$$

Here, }{}${c_{RPF}}$ is the same constant for all A-site positions (*i,j*), }{}${\nu _i}$ is the global frequency of translation initiation of an ORF of type *i* in the cell population and proportional to the ORF_*i*_ expression level, }{}${\tau _{ij}}$ is the expected peptide elongation cycle time, }{}$\gamma _{ij}^B$ is a ‘bias’ factor that depends on the context of codon *j* in ORF*_i_* and reflects the extent of digestion/processing/ amplification biases in Ribo-Seq library preparation. We note that }{}${c_{RPF}}$ constant reflects the depth of Ribo-Seq library. Its numeric value depends on the number of translating ribosomes in the cell population used for library preparation and also on the efficiencies of ligation, RPF amplification and sequencing.

Each elongation time }{}${\tau _{ij}}$ in Equation (1) is the product of a time calibration factor }{}${\tau ^e}$ and a parameter }{}$\gamma _{ij}^T$ that, like }{}$\gamma _{ij}^B$, depends on the context of codon *j* but is proportional to the peptide elongation cycle time: }{}${\tau _{ij}} = {\tau ^e}\gamma _{ij}^T$. Accordingly, we re-write Equation (1) as:

(2) }{}$$\begin{equation*}{\lambda _{ij}} = {c_{RPF}} \cdot {\nu _i} \cdot {\tau ^e} \cdot \gamma _{ij}^T \cdot \gamma _{ij}^B = {\varphi _i} \cdot {\gamma _{ij}}.\end{equation*}$$

Here, parameter }{}${\varphi _i} = {c_{RPF}}{\nu _i}{\tau _e}$ is proportional to global frequency of translation initiation }{}${\nu _i}$ of ORF*_i_* and }{}${\gamma _{ij}}$ is defined by }{}${\gamma _{ij}} = \gamma _{ij}^T \cdot \gamma _{ij}^B$. The expected value of RPF counts, }{}${\lambda _{ij}}$, contains two factors of great physiological relevance, namely the protein expression level }{}${\nu _i}$ from gene *i* and the expected peptide elongation cycle time }{}${\tau _{ij}} = {\tau ^e}\gamma _{ij}^T$ at A-site codon *j* in transcript *i*. The major methodological task is, therefore, to elicit reliable estimates of the expected values, }{}${\varphi _i}$, proportional to }{}${\nu _i}$, and }{}${\tau _{ij}}$ for all codons (*i*, *j*) from the experimental sets of the sampled }{}$c_{ij}^{\exp }$ values and known growth rate, }{}$\mu$, of the bacterial culture. When }{}$c_{ij}^{\exp }$ is much larger than 1, it provides a reliable estimate of }{}${\lambda _{ij}}$ but for small }{}$c_{ij}^{\exp }$ values its statistical nature must be accounted for by the probability }{}$P(c_{ij}^{\exp })$ that the number of RPF counts from A-site codon (*i,j*) is }{}$c_{ij}^{\exp }$. The RPF counts }{}$c_{ij}^{\exp }$ are obtained from ligated RNA fragments with copy numbers amplified by PCR and greatly reduced in the sequencing procedure. The probability distributions for RNA fragments after ligation are of Poisson type (Supplementary Text), the distributions of DNA fragments after amplification are burst-like (21) and the distributions of sequenced DNA fragments }{}${P_{NA}}(c_{ij}^{\exp }|\lambda _{ij}^{},v = A \cdot q)$ are of Neyman type A. At small values }{}$v = A \cdot q$, where *A* is the PCR copy number amplification factor and *q* is the fraction of the amplified library that has been finally sequenced, the Neyman type A distribution is close to Poisson but with variance equal to the expected value (}{}${\lambda _{ij}}$) multiplied by a constant factor }{}$1 + A \cdot q$ (Supplementary Text). Under our experimental conditions the }{}$A \cdot q$ product is smaller than 1, and for the simplicity in what follows, we assume the copy number distribution for any (*i,j*) fragment to be of Poisson type:

(3) }{}$$\begin{equation*}Po(c_{ij}^{\exp }|{\lambda _{ij}}) = \frac{{{{\left( {{\lambda _{ij}}} \right)}^{c_{ij}^{\exp }}}}}{{c_{ij}^{\exp }!}}{e^{ - {\lambda _{ij}}}}\end{equation*}$$

We ascribe a log-likelihood function *L* for the whole transcriptome based on all }{}$Po(c_{ij}^{\exp }|{\lambda _{ij}})$ probabilities:

(4) }{}$$\begin{equation*}L = {\log _e}\left( {\prod\limits_{i,j} {Po(c_{ij}^{\exp }|{\lambda _{ij}})} } \right).\end{equation*}$$

In what follows we develop a model for the }{}${\lambda _{ij}}$ values in Equation 1 built on the hypothesis that each }{}${\gamma _{ij}}$ in Equation (2) is determined by a local context of the current A-site codon *j* in ORF*_i_* and that this context is composed of *p_L_*, codons with the A site at its near middle position (Figure 1). For clarity, below we make explicit three distinct description levels of parameters in our approach: directly experimental (e.g. }{}$c_{ij}^{\exp }$), modelled (e.g. }{}$c_{ij}^{\bmod }$) and expected (e.g. }{}${\lambda _{ij}}$) values of key parameters. For ease of identification, we also use the Latin letters for the first two categories and Greek letters for the third one (Table 1).

**Figure 1.**
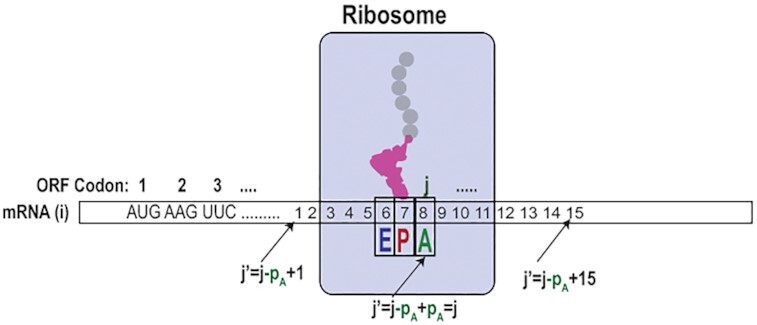
Local and global codon contexts for a ribosome translating an ORF of type *i*. Global A-site parameter *j* corresponds to the local A-site parameter *p = p_A_*= 8. Global parameter *j'* corresponds to the local parameter *p* through *j' = j-p_A_+p*, where *p* varies from 1 to *p_L_*= 15, so that P and E site correspond to *p*= 7 and *p* = 6, respectively.

**Table 1.** Meaning of key parameters of the present work

Expected parameters	
}{}${\lambda _{ij}} = {c_{RPF}} \cdot {\nu _i} \cdot \tau _{ij}^{} \cdot \gamma _{ij}^B = {\varphi _i}{\gamma _{ij}}$	Expected number of RPF counts from codons at position *j* in open reading frames from gene i (ORF*_i_*) in cell population
}{}${c_{RPF}}$	Constant reflecting the depth of the Ribo-Seq library as determined by the number of translating ribosomes in the cell population, efficiencies of RPF generation, ligation, amplification and sequencing.
}{}${\nu _i}$	Expected number of initiations on ORF*_i_*.
}{}$\gamma _{ij}^B$	Technical factor, determined by context bias efficiencies of RPF generation, ligation and amplification for codon *j* in ORF*_i_*.
}{}${\tau _{ij}} = \gamma _{ij}^T \cdot {\tau ^e}$	Expected elongation cycle time for codon *j* of ORF*_i_*.
}{}${\tau ^e}$	Expected elongation cycle time average for the whole cell population.
}{}$\gamma _{ij}^T$	Expected codon context dependent elongation cycle time for codon *j* of ORF*_i_* normalized to *τ*^e^.
}{}${\varphi _i} = {c_{RPF}}{\nu _i}{\tau _e}$	Factor proportional to global frequency }{}${\nu _i}$ of translation initiation of ORF*_i_*.
}{}$\gamma _{ij}^{} = \gamma _{ij}^T \cdot \gamma _{ij}^B$	Expected codon context dependent variation of number of RPFs normalized to factor }{}${\varphi _i}$ and partitioned into elongation cycle time and bias factors.
**Experimental parameters**	
}{}$c_{ij}^{\exp }$	Measured number of RPF counts for A-site codon at position *j* in ORF*_i_*.
}{}$C_i^{\exp } = \sum\nolimits_j {c_{ij}^{\exp }}$	Sum of RPF counts for the ‘inner’ region of ORF*_i_* containing }{}$n_i^{}$ codons.
}{}$d_i^{\exp } = C_i^{\exp }/n_i^{}$	Mean RPF density in the ‘inner’ ORF*_i_* region containing }{}$n_i^{}$ codons.
}{}$\Omega _{p,c}^{\exp } \equiv \sum\nolimits_i {} \sum\nolimits_j^{} {c_{ij}^{\exp }{\delta _{c,se{q_i}(j + p - {p_A})}}}$	Sum of }{}$c_{ij}^{\exp }$ over all positions *j* in all ORFs for which there is a codon of type *‘c’* at position *‘j+p-p_A_’* .
}{}$s_{ij}^{\exp } = {n_i} \cdot c_{ij}^{\exp }/C_i^{\exp } = c_{ij}^{\exp }/d_i^{\exp }$	RPF score function describing relative variation of }{}$c_{ij}^{\exp }$ along ORF*_i_*.
**Modell parameters**	
}{}$c_{ij}^{\bmod } = f_i^{\bmod } \cdot g_{ij}^{\bmod }$	Maximum likelihood (ML) estimate of λ_*ij*_.
}{}$g_{ij}^{\bmod } = \prod\nolimits_{p = 1}^{{p_A}} {{z_{p,se{q_i}(j + p - {p_A})}}}$	ML estimate of }{}${\gamma _{ij}}$ by a number *p_L_* of }{}${z_{p,c}}$ factors, each with 64 codon identity determined values.
}{}${z_{p,c}}$	Underlying parameters of our model, determined from the ML fit of all }{}$c_{ij}^{\bmod }$ to all }{}$c_{ij}^{\exp }$ values.
}{}$f_i^{\bmod } = \frac{{C_i^{\exp }}}{{\sum\nolimits_j^{} {g_{ij}^{\bmod }} }}$	ML estimate of }{}${\varphi _i}$.
}{}$C_i^{\bmod } = \sum\nolimits_j {c_{ij}^{\bmod }}$	ML estimate of the sum of model RPF counts for the ‘inner’ region of ORF_i_. From the expressions for }{}$c_{ij}^{\bmod }$ and }{}$f_i^{\bmod }$ it follows that }{}$C_i^{\bmod } = C_i^{\exp }$.
}{}$G_i^{\bmod } = \sum\nolimits_i^{} {g_{ij}^{\bmod }}$	ML estimate of}{}$\sum\nolimits_i^{} {\gamma _{ij}^{}}$.
}{}$s_{ij}^{\bmod } = {n_i} \cdot c_{ij}^{\bmod }/C_i^{\bmod } = {n_i} \cdot g_{ij}^{\bmod }/G_i^{\bmod }$	RPF score function describing relative variation of }{}$c_{ij}^{\bmod }$ along ORF*_i_*.
}{}$t_{ij}^{\bmod } = {t^e}g_{ij}^T$	Model estimate of the expected elongation cycle time }{}${\tau _{ij}}$ for codon *j* of ORF*_i_*.
}{}${t^e}$	Model estimate of time factor }{}${\tau ^e}$; experimentally determined from the growth rate }{}$\mu$ of cell population.
}{}$g_{ij}^T = \prod\nolimits_{p = {p_1}}^{{p_2}} {{z_{p,se{q_i}(j + p - {p_A})}}}$	Model estimate of bias-free relative elongation cycle time for codon *j* of ORF*i;* determined by the product }{}${z_{p,c}}$ factor for inner position of local context of codon (*i,j*).
}{}$G_i^T = \sum\nolimits_i^{} {g_{ij}^T}$	Model estimate of bias-free total time for ORF*_i_* translation normalized to *t^e^*.
}{}$T_i^{\bmod } = \sum\nolimits_j^{} {t_{ij}^{\bmod }} = {t^e}G_i^T$	Model estimate of absolute total time for ORF*_i_* translation.
}{}$s_{ij}^T = {n_i} \cdot g_{ij}^T/G_i^T$	Pausing score function describing relative variation of bias free translation time }{}$t_{ij}^{\bmod }$ along ORF*_i_*.

### Ribo-seq spectral modeling at single codon resolution

To obtain estimates for all }{}${\lambda _{ij}}$ values (Eq. 1 or 2), we introduce model RPF counts, }{}$c_{ij}^{\bmod }$ composed of a factor }{}$f_i^{\bmod }$ for gene *i*, estimating }{}${\varphi _i}$ multiplied by a local context factor }{}$g_{ij}^{\bmod }$, estimating }{}${\gamma _{ij}}$ in Equation (2):

(5) }{}$$\begin{equation*}c_{ij}^{\bmod } = f_i^{\bmod } \cdot g_{ij}^{\bmod }.\end{equation*}$$

Each local codon context position (*p*) among the total number *p_L_* of context defining positions contributes with a factor }{}${z_{p,c}}$ to the value of }{}$g_{ij}^{\bmod }$:

(6) }{}$$\begin{equation*}g_{ij}^{\bmod } = \prod\limits_{p = 1}^{{p_L}} {} {z_{p,se{q_i}(j + p - {p_A})}}.\end{equation*}$$

Each factor }{}${z_{p,c}}$ is determined by the identity (*c*) of each one of the 64 possible codons at each position *p* (Figure 1). Index }{}$se{q_i}(j + p - {p_A})$ identifies the codon at local position *p*, corresponding to global codon position *j +* *p −p*_A_ in ORF*_i_* sequence (Figure 1). We fit the model RPF counts, }{}$c_{ij}^{\bmod }$, to the experimental RPF counts, }{}$c_{ij}^{\exp }$, in the inner ORFs regions, by adjusting the }{}${p_L} \times 61$ context factors }{}${z_{p,c}}$ to maximize a Poisson-based likelihood function (Equation 4). If not stated otherwise, we use *p_L_* = 15, so that a total of 915 (15 × 61 = 915) factors }{}${z_{p,c}}$ estimate all }{}$g_{ij}^{\bmod }$-values in all potential contexts, where 61 is the number of sense codons. The *E. coli* transcriptome may contain up to 1.8 × 10^6^ distinct contexts (about 6000 ORFs and 300 codons per ORF), and the ultimate number of contexts for which }{}$g_{ij}^{\bmod }$ could be predicted by the model is 61^15^}{}$ \approx$ 10^27^. In the next section, we describe how model parameters are derived from experimental data by maximizing a transcriptome-wide log likelihood function.

### Ribo-seq spectral modeling with maximum likelihood (ML) estimation of local codon context parameters

To extract model parameters }{}$f_i^{\bmod }$ (Equation 5) and }{}${z_{p,c}}$ (Equation 6) from Ribo-Seq datasets, we assume that each }{}$c_{ij}^{\exp }$ value is sampled from a Poisson distribution with expected value }{}${\lambda _{ij}}$ (Equation 3), the latter estimated by the model parameter }{}$c_{ij}^{\bmod }$ (Equations 5 and 6). The log-likelihood function *L* for the RPF spectrum takes the simple form (see also Equation 4):

(7) }{}$$\begin{eqnarray*}L &=& \ln \prod\limits_{i,j} {Po(c_{ij}^{\exp }|c_{ij}^{\bmod })} \nonumber\\ &=& \sum\nolimits_i {\sum\nolimits_{j = {p_A}}^{j = {l_i} - {p_L} + {p_A}} {( - c_{ij}^{\bmod } + c_{ij}^{\exp }\ln c_{ij}^{\bmod } - \ln (c_{ij}^{\exp }!))} } .\nonumber\\ \end{eqnarray*}$$

Here, the *j*-summations for each ORF_*i*_ are confined to an internal ORF region starting at codon *p_A_* and ending at codon }{}${l_i} - {p_L} + {p_A}$ with a total number of internal codons, }{}${n_i} = {l_i} - {p_L}$, where }{}${l_i}$ is the total number of ORF_*i*_ codons. In what follows we use the short hand notation}{}$\sum\nolimits_j { = \sum\nolimits_{j = {p_A}}^{j = {l_i} - {p_L} + {p_A}} {} }$ for the j-summations in Equation 7. The maximal value of *L* (Equation 7) is obtained by setting its partial derivatives with respect to all }{}$f_i^{\bmod }$ and }{}${z_{p,c}}$ parameters equal to zero, which leads to the following equation system for determination of all }{}${z_{p,c}}$ parameters (see Supplementary Text):

(8) }{}$$\begin{equation*}\Omega _{p,c}^{\exp } = \sum\nolimits_i {f_i^{\bmod }} \sum\nolimits_j {g_{ij}^{\bmod }{\delta _{c,se{q_i}(p + j - {p_A})}}} ,\end{equation*}$$

where

(9) }{}$$\begin{equation*}f_i^{\bmod } = \frac{{C_i^{\exp }}}{{\sum\nolimits_j {g_{ij}^{\bmod }} }}.\end{equation*}$$

Here, }{}${\delta _{c,s}}$ is the ‘Kronecker delta function’ equal to 1 and 0, when }{}$c = s$ and }{}$c \ne s$, respectively; }{}$C_i^{\exp } = \sum\nolimits_j^{} {c_{ij}^{\exp }}$ (Table 1) and }{}$\Omega _{p,c}^{\exp }$ is a function that depends on codon type ‘*c*’ at local position ‘*p*’ (Figure 1). }{}$\Omega _{p,c}^{\exp }$ is calculated from experimental RPF counts }{}$c_{ij}^{\exp }$ (and sequence data) as:

(10) }{}$$\begin{equation*}\Omega _{p,c}^{\exp } \equiv \sum\nolimits_i {} \sum\nolimits_j^{} {c_{ij}^{\exp }{\delta _{c,se{q_i}(j + p - {p_A})}}} .\end{equation*}$$

We note that in the special case *p = p*_A_ (Figure 1), }{}$\Omega _{{p_A},c}^{\exp }$ is the total number of RPFs in a dataset generated by ribosomes with A-site codon of type ‘*c’*. More generally, }{}$\Omega _{p,c}^{\exp }$ is the total number of RPFs for which there is a codon ‘*c’* at a distance }{}$p - {p_A}$ from the A site.

With the help of Equation 6 that relates }{}$g_{ij}^{\bmod }$ with }{}${z_{p,c}}$, Equations (8) and (9) are solved using a Levenberg-Marquardt type algorithm (21,22) to obtain the table of }{}${z_{p,c}}$ factors (see Supplementary Text). Using the obtained }{}${z_{p,c}}$ factors we compute local context parameters }{}$g_{ij}^{\bmod }$ (Equation 6), and then model RPF counts }{}$c_{ij}^{\bmod }$ from Equations (5) and (9) as:

(11) }{}$$\begin{equation*}c_{ij}^{\bmod } = C_i^{\exp }\frac{{g_{ij}^{\bmod }}}{{\sum\nolimits_k {g_{ik}^{\bmod }} }} .\end{equation*}$$

Instead of comparing experimental (}{}$c_{ij}^{\exp }$) and modelled (}{}$c_{ij}^{\bmod }$) RPF spectra of the same transcript, it is more convenient to compare experimental (}{}$s_{ij}^{\exp }$) and modeled (}{}$s_{ij}^{\bmod }$) RPF scores defined here as:

(12) }{}$$\begin{equation*}s_{ij}^{\exp } = {n_i}\frac{{c_{ij}^{\exp }}}{{\sum\nolimits_k {c_{ik}^{\exp }} }} \end{equation*}$$

and

(13) }{}$$\begin{equation*}s_{ij}^{\bmod } = {n_i}\frac{{c_{ij}^{\bmod }}}{{\sum\nolimits_k^{} {c_{ik}^{\bmod }} }} = {n_i}\frac{{g_{ij}^{\bmod }}}{{\sum\nolimits_k {g_{ik}^{\bmod }} }},\end{equation*}$$

where *n_i_* is the total number of internal codons in ORF*_i_*.

The average RPF density of a gene:

(14) }{}$$\begin{equation*}d_i^{\exp } = \frac{1}{{{n_i}}}\sum\nolimits_k^{} {c_{ik}^{\exp }} \end{equation*}$$

is often used as a statistical reliability measure of its RPF coverage profile.

The lower the }{}$d_i^{\exp }$- value, the less informative the profile. For example, when }{}$d_i^{\exp } < 0.5$ RPFs per codon, more than a half of the }{}$c_{ij}^{\exp }$ values in the gene profile are zeroes and, hence, contain little information about codon translation times. We note that similar to *j*-summations above, the *k*-summations in Eqs. 11–14 are from *k* = *p_A_* to }{}$k = {l_i} - {p_L} + {p_A}$ (Figure 1). We also note that experimental RPF scores }{}$s_{ij}^{\exp }$ are sometimes referred to as ‘normalized footprint counts’ (23) or ‘relative enrichment values’ (24) and describe how much RPF counts for codon *j* deviate from a per-codon average value }{}$d_i^{\exp }$ in the inner region of a gene.

The }{}${z_{p,c}}$ factors can always be scaled so that for each position }{}$p = 1,....{p_L}$ of the local context we have (Supplementary Text):

(15) }{}$$\begin{equation*}{\bar{z}_p} = \sum\nolimits_c^{} {{w_{p,c}}{z_{p,c}}} = 1,\end{equation*}$$

where the }{}${w_{p,c}}$ weighting factors are calculated as:

(16) }{}$$\begin{equation*}w_{p,c}^{} = \frac{{\sum\nolimits_i {f_i^{\bmod }{n_{i,p,c}}} }}{{\sum\nolimits_i {f_i^{\bmod }{n_i}} }},\end{equation*}$$

and }{}${n_{i,p,c}}$ is :

(17) }{}$$\begin{equation*}{n_{i,p,c}} = \sum\nolimits_j^{} {{\delta _{c,seq(p + j - {p_A})}}} .\end{equation*}$$

Since }{}$f_i^{\bmod }$ estimates }{}${\nu _i}$, a parameter proportional to the expression level of gene *i* (Equation 1) and }{}${n_{i,p,c}}$ (Equation 17) varies little with position *p* (see Supplementary Text), each product }{}$f_i^{\bmod }{n_{i,p,c}}$ in Equation 16 is proportional to the frequency with which the ribosome encounters a codon of a type *c* in the inner region of ORF*_i_*. Hence, each }{}${w_{p,c}}$ confers a statistical weight proportional to the frequency with which the ribosome encounters a codon of type *c* in the transcriptome (Supplementary Text).

We also introduce the ‘sensitivity parameter’ }{}${S_p}$ as a measure of the sensitivity of }{}${z_{p,c}}$ to the codon identity *c* at local context position *p*. It is defined as the standard deviation, }{}${\sigma _p}$, from the mean }{}${\bar{z}_p} = 1$ (Equation 15) for row *p* of the table of }{}${z_{p,c}}$ factors:

(18) }{}$$\begin{equation*}{S_p} \equiv \sigma _p^{} = \sqrt {\sum\nolimits_c^{} {} {w_{p,c}}{{({z_{p,c}} - {{\bar{z}}_p})}^2}} ,\end{equation*}$$

where the weights }{}${w_{p,c}}$ are defined in Equation (16).

### Ribo-seq spectral modeling at single nucleotide resolution

In order to estimate the fragment processing bias (}{}$\gamma _{ij}^B$; Equation 1), we extend our modeling resolution from codon to nucleotide level. For this, we use the number of RPFs, }{}$c_{ij}^{\exp ,FL}$, of single length FL with ribosomal A site located at nucleotide *j* in ORF_*i*_ and estimate its expected value, }{}$\lambda _{ij}^{FL}$ (compare with Equations 1 and 5) as:

(19) }{}$$\begin{equation*}c_{ij}^{\bmod ,FL} = f_i^{\bmod ,FL} \cdot g_{ij}^{\bmod ,FL},\end{equation*}$$

where each parameter }{}$g_{ij}^{\bmod ,FL}$ is modeled as product of local context z-factors (compare with Equation 6):

(20) }{}$$\begin{equation*}g_{ij}^{\bmod ,FL} = \prod\limits_{p = 1}^{{p_{NL}}} {} z_{p,se{q_i}(j + p - {p_{NA}})}^{FL}.\end{equation*}$$

Here, index *j* in Equations (19) and (20) refers to nucleotide *j* of ORF*_i_*, and }{}$se{q_i}(j)$ specifies nucleotide base *b* (U, C, A or G) at transcriptome position (*i,j*); }{}$z_{p.b}^{FL}$ factors form a p_N_*_L_*x4 table; the local nucleotide position *p* is counted from *p= 1*, via the first nucleotide at A-site position *p = p_NA_* to the third base of the last codon of the local context sequence of length *p_NL_* (Supplementary Figure S1).

Parameters }{}$z_{p.b}^{FL}$ are ML estimated by non-linear model fitting to experimental data assuming Poisson distributed RPF counts }{}$c_{i,j}^{\exp ,FL}$. The data treatment is formally equivalent to that leading up to Equations. 8 and 9 with parameters }{}$f_{ij}^{\bmod }$ and }{}$\Omega _{p,c}^{\exp }$ replaced by}{}$f_{ij}^{\bmod ,FL}$ and }{}$\Omega _{p,b}^{\exp ,FL}$, respectively. Thus:

(21) }{}$$\begin{equation*}\Omega _{p,b}^{\exp ,FL} = \sum\nolimits_i {} \frac{{C_i^{\exp }}}{{\sum\nolimits_j {} g_{ij}^{\bmod ,FL}}}\sum\nolimits_j {} g_{ij}^{\bmod ,FL}{\delta _{b,se{q_i}(p + j - {p_{NA}})}},\nonumber\\ \end{equation*}$$

where }{}${\delta _{b,s}}$ is the Kronecker delta function and }{}$\Omega _{p,b}^{\exp ,FL}$ is obtained from experimental data }{}$c_{i,j}^{\exp ,FL}$ through (compare with Equation 10) :

(22) }{}$$\begin{equation*}\Omega _{p,b}^{\exp ,FL} = \sum\nolimits_i {{{\sum\nolimits_j^{} {c_{i,j}^{\exp ,FL}{\delta } _{b,se{q_i}(j + p - {p_{NA}})}}}}} .\end{equation*}$$

Assuming *x* to be the distance from the first A-site nucleotide to the 3′-end of the RPF in nucleotides, it follows that }{}$\Omega _{{p_{NA}} + x - FL,b}^{FL}$ and }{}$\Omega _{{p_{NA}} + x,b}^{FL}$ are the numbers of RPFs of length *FL* with nucleotide ‘*b*’ at 5′- and 3′-end, respectively. By applying the same ML procedure as in the codon-resolution case, we solve Equation 21 to estimate the }{}$z_{p.b}^{FL}$ and }{}$f_i^{\bmod ,FL}$ factors for computing all }{}$g_{ij}^{\bmod ,FL}$ and }{}$c_{ij}^{\bmod ,FL}$ parameters. Using formulae analogous to those in Eqs 12 and 13, one can compute the model nucleotide RPF scores }{}$s_{ij}^{\exp ,FL}$ to compare them with the experimental scores }{}$s_{ij}^{\bmod ,FL}$ for RPF profiles generated from RPFs with a length of FL nucleotides.

### Construction of unbiased Ribo-Seq spectra for estimation of relative peptide elongation times

To separate the effects of bias and peptide elongation time variations on the RPF counts, we partition the context dependent factors }{}$g_{ij}^{\bmod }$ in Equation 5 into two parts:

(23) }{}$$\begin{equation*}g_{ij}^{\bmod } = g_{ij}^Bg_{ij}^T,\end{equation*}$$

where (compare with Equation 6):

(24) }{}$$\begin{equation*}g_{ij}^B = \prod\limits_{p = 1}^{{p_1} - 1} {} z_{p,se{q_i}(p + j - {p_A})}^{} \cdot \prod\limits_{p = {p_2} + 1}^{{p_L}} {} z_{p,se{q_i}(p + j - {p_A})}^{},\end{equation*}$$

and:

(25) }{}$$\begin{equation*}g_{ij}^T = \prod\limits_{p = {p_1}}^{{p_2}} {{z_{p,se{q_i}(p + j - {p_A})}}} .\end{equation*}$$

As shown in Results, the outer context dependent factors }{}$g_{ij}^B$, determined by }{}$z_{p,c}^{}$ factors for outer local context positions *p* from 1 to *p_1_*–1 and from *p_2_*+1 to *p_L_*, mainly account for the nuclease digestions/processing biases (*B*). The inner context dependent factors }{}$g_{ij}^T$, determined by }{}$z_{p,c}^{}$ factors for inner positions *p* (from *p_1_* to *p_2_*), mainly reflect the variation of the peptide elongation time, hence superscript (*T*) in }{}$g_{ij}^T$. We model the bias-free RPF spectrum as:

(26) }{}$$\begin{equation*}c_{ij}^T = f_i^{\bmod }g_{ij}^T.\end{equation*}$$

We also introduce model pausing scores }{}$s_{ij}^T$ to quantify the *relative* peptide elongation time as the ribosome moves along an ORF*_i_* (compare with Equations 12 and 13):

(27) }{}$$\begin{equation*}s_{ij}^T = {n_i}\frac{{g_{ij}^T}}{{\sum\nolimits_k^{} {g_{ik}^T} }}.\end{equation*}$$

From the 15 }{}$z_{p,c}^{}$ factors used to model the experimental }{}$c_{ij}^{\exp }$ values in the dataset we normally use five inner }{}$z_{p,c}^{}$ factors to obtain bias-corrected model RPF counts }{}$c_{ij}^T$ (Eqs 25, 26). This approach is distinct from using a }{}$\tilde{z}_{p,c}^{}$-parameter function }{}$\tilde{g}_{ij}^{\bmod }$, defined only by the inner codons of the local context in the *p*-interval from *p_1_* to *p_2_*:

(28) }{}$$\begin{equation*}\tilde{g}_{ij}^{\bmod } = \prod\limits_{p = {p_1}}^{{p_2}} {{{\tilde{z}}_{p,se{q_i}(p + j - {p_A})}}} .\end{equation*}$$

When the ML method is used to estimate the *inner*}{}$\tilde{z}_{p,c}^{}$ parameters in Equation 28 that best account for the *whole* RPF spectrum, strong technical biases inherent to }{}$c_{ij}^{\exp }$ spectra distort the }{}$\tilde{z}_{p,c}^{}$ factors. This makes the model RPF scores }{}$\tilde{s}_{ij}^{\bmod }$, defined as:

(29) }{}$$\begin{equation*}\tilde{s}_{ij}^{\bmod } = {n_i}\frac{{\tilde{g}_{ij}^{\bmod }}}{{\sum\nolimits_k {\tilde{g}_{ik}^{\bmod }} }},\end{equation*}$$

distinct from and inferior to the more accurate elongation time estimating pause scores }{}$s_{ij}^T$ (Equation 27).

### Absolute peptide elongation cycle times from exponential growth rate

The expected time, }{}${\tau _{ij}}$, to translate a codon at position *j* of gene *i* in the cell (Equation 1) is estimated by the model time, }{}$t_{ij}^{\bmod }$, defined by the product of the local context factor }{}$g_{ij}^T$ (Equation 25) and a time factor }{}${t^e}$, estimating }{}${\tau ^e}$ in Equation 1:

(30) }{}$$\begin{equation*}t_{ij}^{\bmod } = {t^e}g_{ij}^T.\end{equation*}$$

It follows that the total expected time *T_i_* to translate ORF*_i_* (Table 1) is estimated by:

(31) }{}$$\begin{equation*}T_i^{\bmod } = \sum\nolimits_j^{} {t_{ij}^{\bmod }} = {t^e}G_i^T,\end{equation*}$$

where

(32) }{}$$\begin{equation*}G_i^T = \sum\nolimits_j^{} {g_{ij}^T} .\end{equation*}$$

We note that the }{}$G_i^T$ value estimates relative translation time of protein *i* (Table 1). Let *P_i_* be the number of proteins of a type *i* in an exponentially growing cell population at a given time. The rate of copy number increase for proteins of a type ‘*i*’ is:

(33) }{}$$\begin{equation*}\frac{d}{{dt}}{P_i} = \gamma P_R^{}\frac{{{u_i}}}{{T_i^{\bmod }}} .\end{equation*}$$

Here, }{}${P_R}$ is the current number ribosomes in the population, }{}$\gamma$ the fraction of ribosomes in elongation phase, estimated as 0.8 by Dennis and Bremer (25) and }{}${u_i}$ is the fraction of elongating ribosomes devoted to synthesis of protein *i*. Fraction *u_i_* is proportional to the sum, }{}$C_i^T$, of bias-corrected RPF counts }{}$c_{ij}^T$ for ORF*_i_*. Taking Equations 26 and 32 into account one gets for }{}$C_i^T$:

(34) }{}$$\begin{equation*}C_i^T = f_i^{\bmod }G_i^T,\end{equation*}$$

so that }{}${u_i} = C_i^T/C_{tot}^T$, where }{}$C_{tot}^T = \sum\nolimits_i {C_i^T}$. Using this and Equations 31 and 34, one can re-write Equation 33 as:

(35) }{}$$\begin{equation*}\frac{d}{{dt}}{P_i} = \frac{{\gamma {P_R}}}{{C_{tot}^T}}\frac{{C_i^T}}{{T_i^{\bmod }}} = \frac{{\gamma {P_R}}}{{C_{tot}^T{t_e}}}f_i^{\bmod } .\end{equation*}$$

Introducing }{}${P_{tot}} = \sum\nolimits_{}^{} {{P_i}}$, the sum total of current protein copies, the exponential growth rate, }{}$\mu$ can be defined as the increase in total protein copy number per time unit (}{}$d{P_{tot}}/dt$) normalized to }{}${P_{tot}}$:

(36) }{}$$\begin{equation*}\mu = \frac{1}{{{P_{tot}}}}\frac{{d{P_{tot}}}}{{dt}} .\end{equation*}$$

We note that for exponential growth the above definition of growth rate (Equation 36) is equivalent to its standard definition (26) as the rate of relative increase in total protein mass (see Supplementary Text). Taking Equations (34) and (35) into account, Equation (36) for the growth rate becomes:

(37) }{}$$\begin{equation*}\mu = \frac{\gamma }{{{t_e}}}\frac{{{P_R}}}{{{P_{tot}}}}\frac{1}{{C_{tot}^T}}\sum\nolimits_i {f_i^{\bmod }} = \frac{\gamma }{{{t_e}}}\frac{{f_R^{\bmod }}}{{\sum\nolimits_i {G_i^T} f_i^{\bmod }}} .\end{equation*}$$

Here, we used that during exponential growth and when the rate of protein degradation is negligible compared to growth rate, the protein copy numbers }{}${P_i}$ are proportional to our estimates, }{}$f_i^{\bmod }$, of the frequencies, }{}${\nu _i}$ (Equation 1) of protein *i* translation initiation, so that the relation }{}${P_R}/{P_{tot}} = f_R^{\bmod }/\sum\nolimits_i {f_i^{\bmod }}$ is valid (see Supplementary Text). From Equation (37) one obtains:

(38) }{}$$\begin{equation*}{t^e} = \frac{\gamma }{\mu }\frac{1}{{\sum\nolimits_i^{} {G_i^T(f_i^{\bmod }/f_R^{\bmod })} }},\end{equation*}$$

so that the model time, }{}$t_{ij}^{\bmod }$ is

(39) }{}$$\begin{equation*}t_{ij}^{\bmod } = \frac{\gamma }{\mu }\frac{{g_{ij}^T}}{{\sum\nolimits_k^{} {G_k^T(f_k^{\bmod }/f_R^{\bmod })} }} .\end{equation*}$$

Note that all parameters in Equations 38 and 39 except }{}$\mu$ and }{}$\gamma$ can be obtained from the Ribo-seq experiments themselves. 

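From the RPF counts of the libraries that the paper assigns to *E. coli* AS19, the ribosome-related terms of Equation 38 were computed with every relative elongation time set to 1, because the context parameters of single codons were not analysed here. The 54 ribosomal protein genes held 4.77% of all RPF counts in replicate 1, 17.1% in replicate 2 and 7.99% in replicate 3, with a mean of 9.95% ± 6.39 (SD, n = 3). The frequency of each ORF was taken as its RPF count per codon, and the frequency of the ribosome as the mean over the 53 ribosomal protein genes whose product is present in a single copy per ribosome. Frequency times number of codons equals the RPF count, and its sum was taken over all listed genes. Divided by the frequency of the ribosome, this sum was 170607, 48471 and 102794 codons in replicates 1, 2 and 3, with a mean of 107291 ± 61192 (SD, n = 3). The SD between replicates was thus large against both means. Of these 54 genes, 10 had fewer than 10 RPF counts in every replicate, whereas *rpsS* had the highest mean density, 43.8 RPM per codon. Whether the listed values belong to these genes or to neighbouring sequence is not settled, so all values given here carry this uncertainty of position. With genes read 1650 bp further along the chromosome, the mean share was 10.8% and the mean number of codons 91852. The growth rate of the cultures, which Equation 38 also needs, was not used here.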

The time factor }{}${t^e}$ in Equation 38 can be interpreted as an average per codon elongation time for a particular growth condition of the cell population, conditional on our special scaling of }{}${z_{p,c}}$ parameters (Equation 15) which forces }{}$g_{ij}^T$ in Equation (30) to oscillate around 1. Importantly, despite that both }{}${t^e}$ and }{}$g_{ij}^T$ depend on }{}${z_{p,c}}$ scaling, their product, the model time }{}$t_{ij}^{\bmod }$, is scaling insensitive and estimates the absolute time }{}$\tau _{ij}^{}$ of codon (*i,j*) translation (see Equation 39).

### Self-consistency of the RPF spectrum modeling

By self-consistent modeling we mean that a parameter estimation procedure applied to a dataset simulated using parameters extracted from the original data, will produce exactly the same parameter values as determined directly from the original data. It can be proven that our procedure of extracting the underlying parameters }{}${z_{p,c}}$ is indeed self-consistent (see also Supplementary Text). To illustrate this, we first use our ML approach to estimate an original }{}${z_{p,c}}$ parameter table from experimental RPF data, then use Equations (6) and (11) to simulate an RPF dataset and, finally, retrieve a new }{}${z_{p,c}}$ parameter table from the simulated RPF dataset. We find that the original and retrieved }{}${z_{p,c}}$ parameter tables are virtually identical as illustrated in Supplementary Figure S2A for A-, P- and E-site positions of }{}${z_{p,c}}$ parameter tables. In contrast, other methods like RUST (14) are not self-consistent in this sense. Computing the RUST ratio metafile table to simulate RPF data and then applying RUST again to retrieve the RUST ratio metafile one finds that the original and retrieved metafile tables differ significantly as illustrated for A-, P- and E-site metafile positions in Supplementary Figure S2B.

## RESULTS

### Modeling of Ribo-Seq spectra

There is a clear connection between the expected number, }{}${\lambda _{ij}}$, of experimentally detected ribosomes with a particular codon *j* of ORF*_i_* in the A site, and the expected codon translation time }{}${\tau _{ij}}$ (Equation 1). This connection allows one to use ribosome profiling for transcriptome-wide kinetic analysis of mRNA translation, but attainment of reliable kinetics data from ribosome profiling has remained elusive. The codon coverage within ORFs in the ribosome profiling spectra is highly variable (Figure 2). This is not only due to the codon context dependent variation of the codon translation time but also to context-dependent bias in the efficiency of nuclease dependent RPF generation and subsequent DNA library preparation steps including reverse transcription, adaptor ligation and PCR (9,11,12,14,20,24,26,27). 

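RPF libraries were analysed from 3 biological replicates of untreated *E. coli*, grown in LB medium and harvested at an OD_600_ of 0.5. The paper names the strain AS19, a B strain, and the labels of the samples name MG1655; the counts do not settle which it was. Ribosomes were treated with MNase for 10 min, so that the mRNA covered by each ribosome was left as an RPF. The authors trimmed the sequenced RPFs, mapped them uniquely to the MG1655 genome and deposited 1 value per gene and replicate. The column of values is headed RPM, but the values are whole numbers that summed to 1427588, 1537614 and 4174613 in replicates 1, 2 and 3, and they were therefore taken as RPF counts. Each count was divided by the total of its library and scaled to RPM. At these depths, 3 counts correspond to 2.10, 1.95 and 0.719 RPM, respectively. Of the 4418 listed genes, 3997 were matched by symbol and 247 by synonym to the ASM584v2 annotation of MG1655, which gave the length of 4134 protein-coding ORFs. RPF density was the count of the whole ORF divided by its number of codons, including the stop codon, since RPF counts per codon were not analysed here. In replicate 1 the gene with the highest count, *aceK*, held 4.83% of all RPF counts, in replicate 2 *rpoB* held 3.58%, and in replicate 3 *uvrC* held 10.1%; these 3 genes are named because of their counts. The Pearson correlation of log2(RPM + 1) across the 4418 genes was 0.937 between replicates 2 and 3, 0.828 between replicates 1 and 2, and 0.823 between replicates 1 and 3. Genes are not independent replicates, and no test was made. Of the alternatives, the restriction to genes with a mean of at least 10 RPM moved the lowest of these correlations most, to 0.539. The values listed for single genes carry an uncertainty of position. The counts do not settle whether these values belong to the genes themselves or to neighbouring sequence. The mean log2 density of the 54 ribosomal protein genes was 1.30 at their own coordinates in ASM584v2 and reached its highest value, 2.40, for the listed genes that lie 1650 bp further along the chromosome. Much of this difference came from 10 of the 54 genes that had fewer than 10 counts in every replicate. Over the 44 others, the mean was 2.97 at their own coordinates and 3.16 at its highest, at 1525 bp.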

Here, we consider three major causes of codon-to-codon variation of the experimental (‘exp’) RPF counts }{}$c_{ij}^{\exp }$ at each transcriptome position (*i, j*) summarized in Equation 1. These include: (i) codon context-dependent variation in the peptide elongation time, }{}${\tau _{ij}}$, (ii) bias, }{}$\gamma _{ij}^B$, of RPF generation and processing, and (iii) stochastic fluctuations in the experimental }{}$c_{ij}^{\exp }$ values. As seen in Equation (2), each }{}${\tau _{ij}}$ value is the product of a time factor }{}${\tau ^e}$ reflecting average codon translation time under a particular growth condition and a unit-less parameter }{}$\gamma _{ij}^T$ that depends on the context of codon *j*, so that }{}${\tau _{ij}} = {\tau ^e}\gamma _{ij}^T$. Local context dependent variation of }{}$\gamma _{ij}^T$ that causes the variations in }{}${\tau _{ij}}$ can be traced to identities of A-, P- and E-site tRNAs, interactions between mRNA codons and the ribosome and/or interactions of the nascent peptide chain with the ribosomal exit tunnel in an amino acid-sequence dependent manner (28–30). The variations of bias factor }{}$\gamma _{ij}^B$ are also due to local context dependence of the nuclease digestion and/or amplification/processing steps in RPF library preparation. From these, it follows that the variation of the product }{}${\gamma _{ij}} = \gamma _{ij}^T \cdot \gamma _{ij}^B$ that reports on variations of expected counts, }{}${\lambda _{ij}}$ (Equation 2), is defined by local sequence context of the current A-site codon *j* in ORF*_i_* (Figure 1).

**Figure 2.**
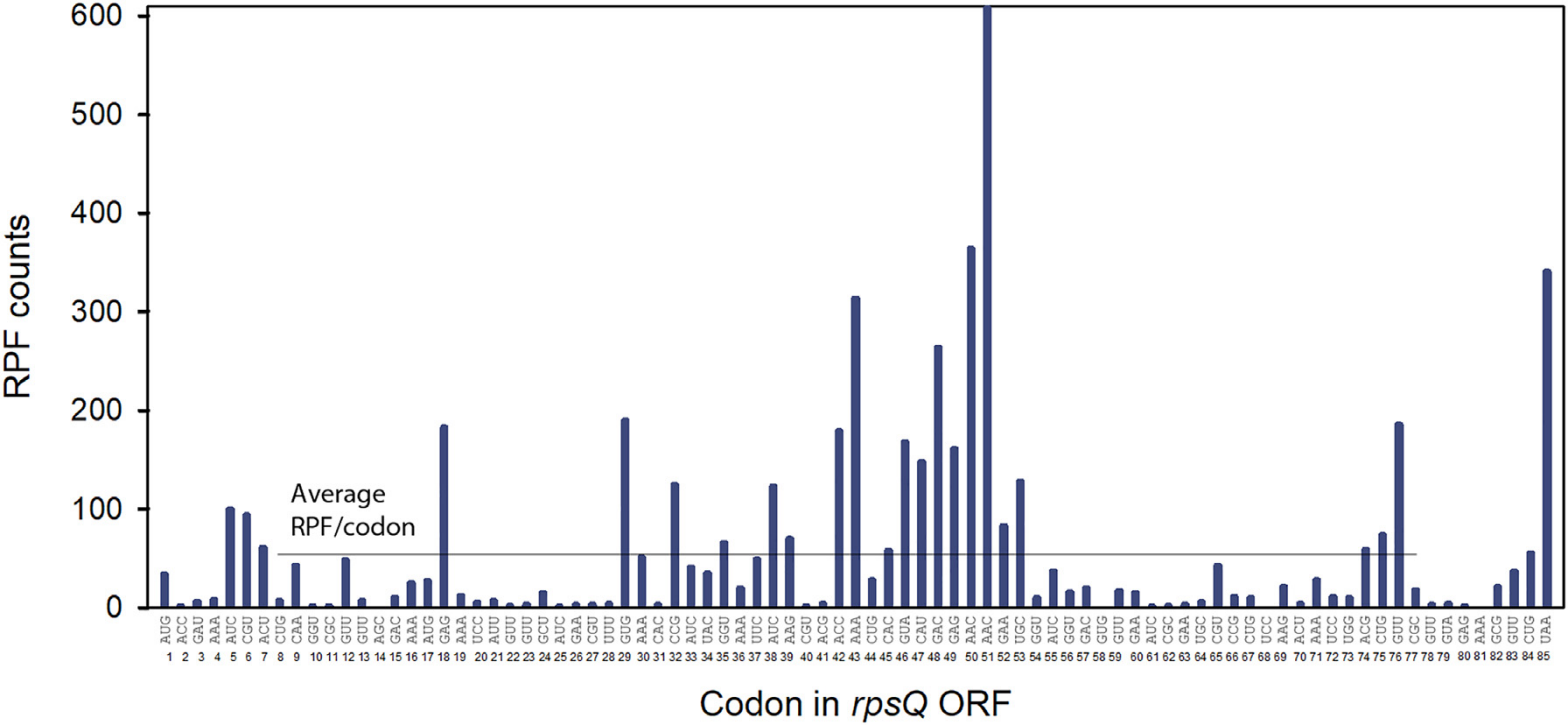
Ribosome profiling spectrum for gene *rpsQ*. RPF counts (}{}$c_{ij}^{\exp }$-values) are plotted versus codon position *j* of the *rpsQ* transcript encoding ribosomal protein S17. The horizontal line represents the average number of RPFs per codon (}{}$d_i^{\exp } = 61.5$) for the inner transcript region from }{}${j_S} = 8$ to }{}${j_E} = 77$ (see Equation 14 for formal }{}$d_i^{\exp }$ definition).

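The gene *rpsQ*, listed by the authors with the identifier ECK120000907, is annotated in ASM584v2 as a protein-coding gene from 3448314 to 3448568 on the chromosome and has 85 codons with the stop codon. Its RPF count was 1603 in replicate 1, 5757 in replicate 2 and 4122 in replicate 3. Divided by the codons of the whole ORF, these counts gave 18.9, 67.7 and 48.5 RPFs per codon, with a mean of 45.0 ± 24.6 (SD, n = 3). Divided by the 70 codons of the inner region, the same counts gave 22.9, 82.2 and 58.9 RPFs per codon, with a mean of 54.7 ± 29.9 (SD, n = 3). These inner values still contain the RPFs of the 15 outer codons, which could not be removed from a count of the whole ORF. Relative to library size, *rpsQ* had 1951 ± 1554 RPM (SD, n = 3). Among the 4134 ORFs ranked by RPF density, *rpsQ* took rank 38, 13 and 52 in replicates 1, 2 and 3. For the 26 ribosomal protein genes of its chromosomal cluster, the mean log2 density was 3.72 at their own coordinates and 4.46 at its highest, between 1675 and 2250 bp further along, so that the count listed for *rpsQ* carries this uncertainty of position.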

We estimated each }{}${\gamma _{ij}}$ value by a model (‘mod’) }{}$g_{ij}^{\bmod }$ parameter, which is the product of 15 }{}${z_{p,c}}$ factors (Equation 6). Each *z*_*p,c*_ value is determined by the type of codon (*c*) at local sequence context position (*p*) (Figure 1). These }{}${z_{p,c}}$ values were estimated by fitting our model (Equations 5 and 6) to the experimental }{}$c_{ij}^{\exp }$ values of the whole transcriptome. To illustrate the goodness of the fit, we compare experimental (Equation 12) and model (Equation 13) RPF scores for single genes with high RPF density. The model-predicted, }{}$s_{ij}^{\bmod }$, and experimental, }{}$s_{ij}^{\exp }$, RPF score spectra show relative codon-to-codon variation of modeled and experimental RPF counts. They can be remarkably similar at the single gene level (Figure 3A, B) with Pearson correlation coefficients, *r*, in the 0.7–0.8 range, suggesting that the local mRNA sequence context accounts for the major part of the variability of experimental }{}$c_{ij}^{\exp }$ values. Figure 3C shows that high *r*-values are frequent for genes with high experimental RPF density. 

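The ORFs were ranked by their mean RPF density over the 3 biological replicates, and the spread of each ORF between replicates was measured as the SD of log2(RPM + 1). Rank and spread come from the same libraries. The median SD was 0.95 for the 161 ORFs with the highest density, 0.80 for the next 176 ORFs, down to rank 337, 0.86 for the next 608 ORFs, down to rank 945, and 0.68 for the remaining 3189 ORFs. The median density, summed over the replicates, was 64.2, 15.9, 4.74 and 0.10 RPFs per codon in the same order. To show what counting error alone gives, Poisson counts with the mean share of each gene and the real library totals were simulated 20 times. Their median SD was 0.017, 0.033, 0.057 and 0.22 in the 4 classes. The simulated SD thus rose from the densest to the least dense class, whereas the measured SD exceeded it in every class and was lowest in the least dense one. This order depended on the treatment of low values. With a pseudocount of 0.1 in place of 1, the median SD after rank 945 was 1.12, above the 0.95 of the densest class. Over the 2654 genes with a mean of at least 10 counts, the median ratio of variance to mean between replicates was 54.7, against 0.855 for the simulated Poisson counts. This ratio includes the biological difference between cultures.

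**Figure D1:**
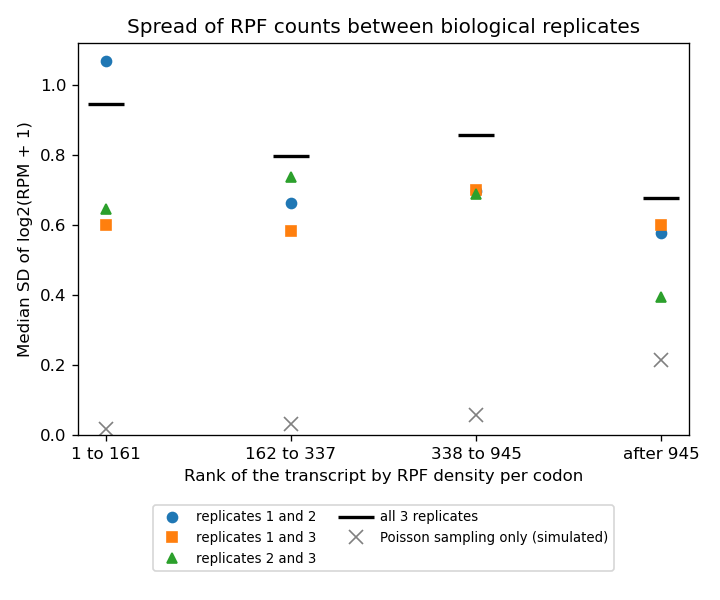
Median SD of log2(RPM + 1) between biological replicates (vertical axis, log2 units) in 4 classes of transcripts ranked by RPF density per codon (horizontal axis). Bars stand for all 3 replicates, coloured symbols for each pair of replicates, and crosses for simulated Poisson counts, which rise from 0.017 to 0.22 and stay below every measured value.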

The *r* -values decrease as an increasing number of genes with medium and low RPF density are included in the comparison – an effect due to the high statistical uncertainty of RPF profiles for genes with low experimental RPF density. In comparison with the RUST method (14), our method achieves, on average, significantly higher Pearson correlations between experimental and model RPF spectra (Supplementary Figure S3).

**Figure 3.**
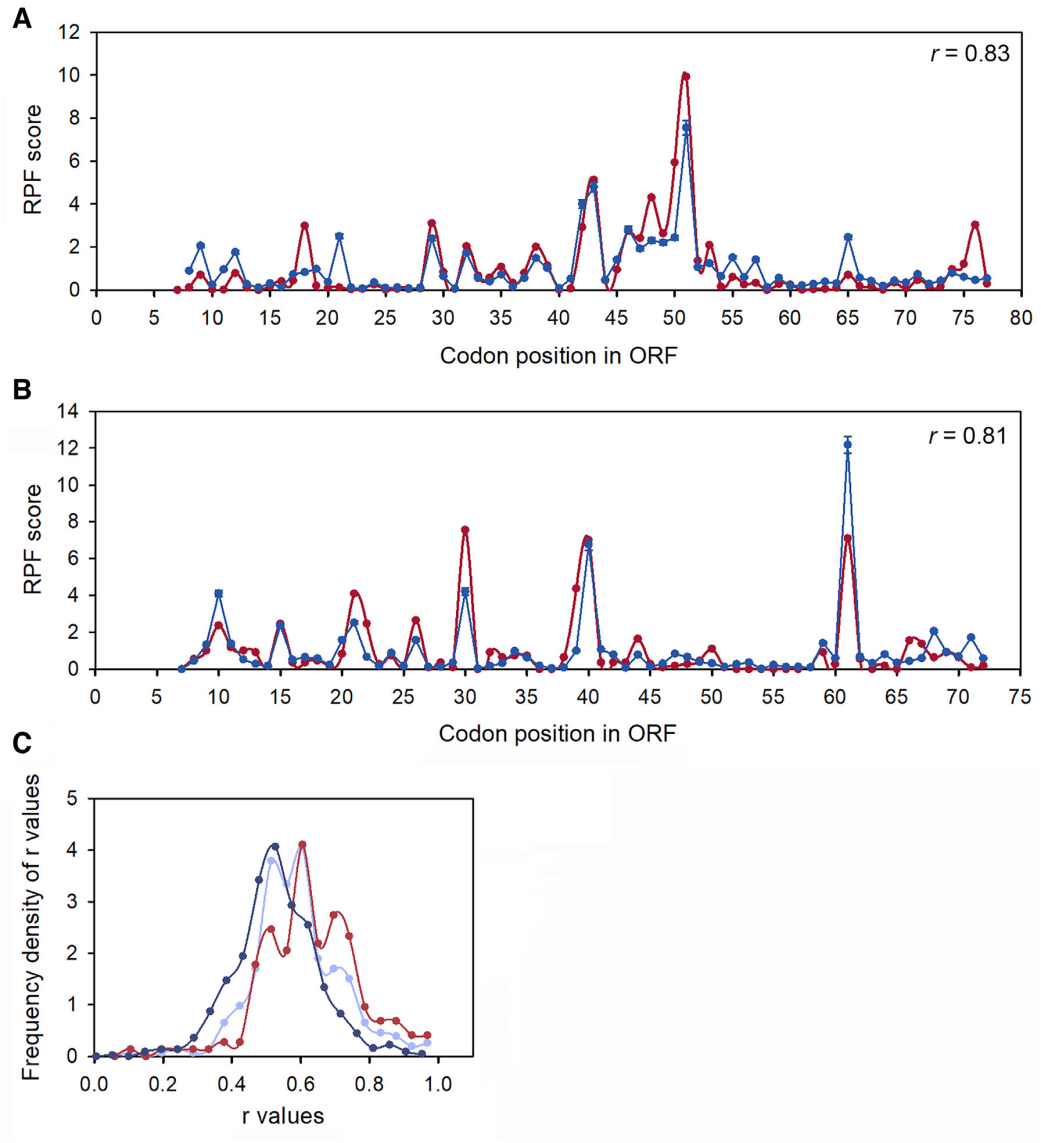
Comparisons of experimental (}{}$s_{ij}^{\exp }$; red; Equation 12) and model (}{}$s_{ij}^{\bmod }$; blue; Equation 13) RPF score spectra at codon resolution for *rpsQ* (**A**) and *atpE* transcript (**B**). *r*, Pearson correlation, *r* = 0.83 for *rpsQ* and *r* = 0.81 for *atpE*. (**C**) Frequency density of Pearson correlation coefficient, *r*, between }{}$s_{ij}^{\exp }$ and }{}$s_{ij}^{\bmod }$ for sets of 161 (red, }{}$d_i^{\exp } >5$), 337 (light blue, }{}$d_i^{\exp } >1.5$) and 945 (dark blue, }{}$d_i^{\exp } >0.3$) transcripts. Note that the transcripts were first ranked by their *d^exp^*-values (Figure 2) and then top-ranked 161, 337 and 945 transcripts were considered.

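In the sum of the 3 replicates, 616 ORFs had more than 5 RPFs per codon, 1288 had more than 1.5 and 2104 had more than 0.3, with codons counted over the whole ORF. The limits were not scaled to depth, so a sum or a deeper library can hold more ORFs above them. In single replicates, the numbers above 5 RPFs per codon were 171, 181 and 374 in replicates 1, 2 and 3. Above 1.5 RPFs per codon they were 516, 455 and 831, and above 0.3 RPFs per codon 1436, 1154 and 1612. Of the alternatives, the mean of the 3 replicates in place of their sum moved these numbers most, to 268, 657 and 1559. The 161 ORFs with the highest mean density held 58.4% ± 6.62 of all RPF counts (SD, n = 3), the top 337 held 72.8% ± 5.75, and the top 945 held 89.5% ± 3.21. The 5 ORFs with the highest mean density were *uvrC*, *ompF*, *secE*, *asnS* and *rpsS*. Among these, *uvrC* rested on replicate 3, with 692 RPFs per codon against 11.7 in replicate 1 and 14.1 in replicate 2. The gene *atpE* (identifier ECK120000098), annotated from 3920950 to 3921189 on the ASM584v2 chromosome with 80 codons, had 1107, 1354 and 1892 RPF counts in replicates 1, 2 and 3. Its density, not scaled to library size, was 18.1 ± 5.02 RPFs per codon (SD, n = 3), and its rank among the ORFs was 66, 60 and 112. Relative to library size, *atpE* had 775, 881 and 453 RPM in replicates 1, 2 and 3, with a mean of 703 ± 223 (SD, n = 3). It was thus highest in replicate 3 by count and lowest there by RPM. The SD of *atpE* between replicates was smaller than that of *rpsQ*, both in RPFs per codon and relative to the mean. The counts of *uvrC*, *secE*, *rpsS* and *atpE* share the uncertainty of position of the listed values. The genes *ompF* and *asnS* lie near *rpsA*, whose best offsets, from -100 to 700 bp, included 0. That range rests on 1 gene, with a log2 density of 4.01 at its highest and 3.98 at 0. It does not exclude a displacement of up to 700 bp, so *ompF* and *asnS* are not free of the uncertainty. The paper reasons that *r* decreases as transcripts of lower density are included because the RPF profiles of such transcripts have a high statistical uncertainty.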

### Ribosomal profiling spectra are ultra-sensitive to codon identity near ribosome edges

Strikingly, variation of the }{}${z_{p,c}}$ factors with codon identity *c* is much larger for local codon positions (*p*) near the lagging (*p* = 4) and leading (*p* = 11) ribosome edges than in A site (*p* = 8) (Figure 1). Indeed, the }{}${z_{8,c}}$ value varies from 0.4 for the UUU (Phe) codon to 1.6 for the AAG (Lys) codon, while }{}${z_{4,c}}$ and }{}${z_{11,c}}$ values span significantly larger ranges from 0.2 for the GGG (Gly) to 2.1 for the AUG (Met) codon for }{}${z_{4,c}}$ and from 0.2 for the UUU (Phe) to 2.2 for the CCA (Pro) codon for }{}${z_{11,c}}$, respectively (Figure 4A). We have quantified the sensitivity of }{}${z_{p,c}}$ to codon identity *c* at position *p* as a weighted standard deviation, *S_p_*, from the mean along the *p*-row of the }{}${z_{p,c}}$-factor table (Equation 18). A plot of *S_p_* versus *p* confirms much higher sensitivity to codon identity at local codon positions close to ribosome edges (*p* = 4 and *p* = 11) than at ribosomal A, P or E site (*p* = 8, 7 or 6, respectively) (Figure 4B).

**Figure 4.**
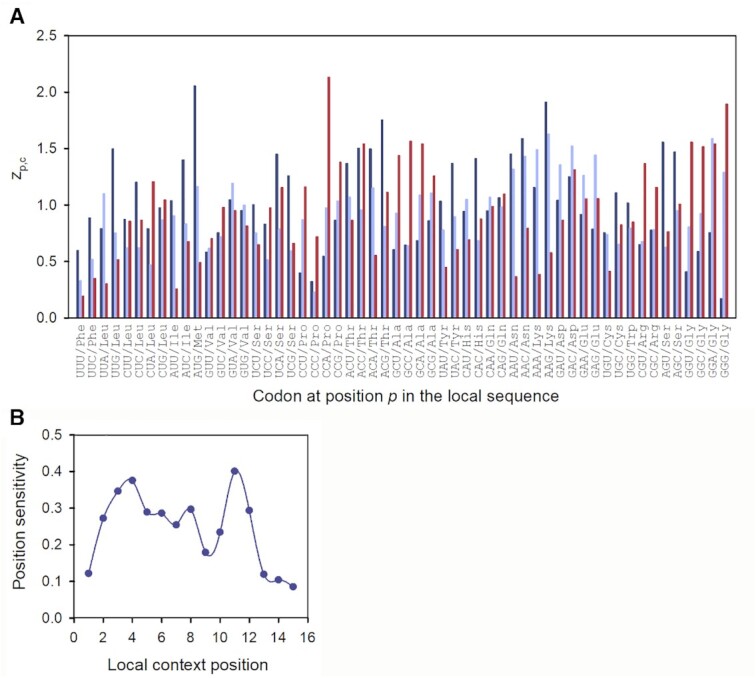
Sensitivity of }{}${z_{p,c}}$ factor with codon identity at different local context positions *p*. (**A**) Variation of }{}${z_{p,c}}$ values with codon identity *c* for positions *p* = 4 (dark blue, lagging ribosome edge), *p* = 8 (light blue, A site) and *p* = 11 (red, leading ribosome edge). Codons are ordered as in the genetic code table. (**B**) Position sensitivity *S_p_* (Equation 18) versus local context position *p* (see Figure 1 for position numbering).

### Nuclease induced bias in Ribo-Seq spectra from *E. coli*

To dissect the origins of enhanced codon sensitivity of }{}${z_{p,c}}$ factors at positions near ribosome edges (Figure 4), we analyzed Ribo-Seq spectra also at single nucleotide resolution. Bacterial Ribo-Seq libraries are commonly constructed by first mapping the 3′-ends of RPFs to genomic nucleotide sequences (6,7). RPF coverage profiles at single nucleotide resolution are then obtained by counting the number }{}$\tilde{c}_{ij}^{\exp }$ of RPFs assigned to nucleotide *j* of gene *i*. The }{}$\tilde{c}_{ij}^{\exp }$-values are subsequently converted to standard experimental RPF profiles at single nucleotide resolution }{}$c_{i,j}^{\exp }$ by the re-assignment rule }{}$c_{i,j}^{\exp } = \tilde{c}_{i,j + x}^{\exp }$. The premise for this procedure is that the nucleotide distance (*x*) from the 3′-end to the first A-site nucleotide of an RPF is constant (6). Fragment length(FL)-specific profiles, }{}$c_{i,j}^{\exp ,FL}$, are generated from RPFs of the same length, FL, so that the standard }{}$c_{i,j}^{\exp }$ profiles can also be obtained by summation of }{}$c_{i,j}^{\exp ,FL}$ over all FLs. In bacteria, both FL-summed and single FL-specific RPF coverage profiles lack the well-defined three-nucleotide periodicity that is observed in yeast or mammalian cells (6,7). We suggest that this periodicity loss is caused by ‘anomalous’ MNase cleavage at one or two nucleotides downstream of the ordinary cleavage site at the leading (3′) edge of the ribosome. Consequently, the RPF profiles appear as if the translating ribosome moves one nucleotide at a time. In both, single-codon resolution (Equation 1) and single-nucleotide resolution cases, there are expected numbers of RPFs, }{}$\lambda _{ij}^{FL}$, generated from ribosomes with their A site at nucleotide number *j* of ORF*_i_*. The local 15-codon context (*p_L_* = 15) with the A-site codon at position *p_A_* = 8 (Figure 1) here corresponds to a local 45-nucleotide sequence (*p_NL_* = 45) with the first A-site nucleotide at position *p_NA_* = 22 (Supplementary Figure S1).

We used our maximum likelihood (ML) approach to estimate the local context factors }{}$z_{p.b}^{FL}$ that estimate the nucleotide context dependent variation in }{}$\lambda _{ij}^{FL}$ as modelled by }{}$c_{ij}^{\bmod ,FL}$ using Equations 19 and 20. Those }{}$z_{p.b}^{FL}$ factors calculated for fragment length-specific experimental coverage profiles, }{}$c_{i,j}^{\exp ,FL}$, are shown in Figure 5 for FL = 23, 24 and 25 nt. }{}$z_{p.b}^{FL}$ varied greatly in response to changing nucleotide base identity (*b*) at positions 10, 9 and 8 for FL = 23 (Figure 5A), FL = 24 (Figure 5B) and FL = 25 nt (Figure 5C), respectively. At these combinations of nucleotide positions and lengths the }{}$z_{p.b}^{FL}$ factors were always relatively small when *b* = G or *b* = C leading to small model (‘mod’) }{}$g_{ij}^{\bmod ,FL}$ and }{}$c_{ij}^{\bmod ,FL}$ values (Equations 19 and 20). Local positions *p* equal to 10, 9 and 8 correspond to 5′- ends of the FL = 23, 24 or 25 nts fragments, respectively, implying low abundance of RPFs with G/C at their 5′-ends. Indeed, experimental RPFs with an A at their 5'- end are about 60-fold more abundant than experimental RPFs with a G at the 5′- end, in line with the previous report on strong preference of MNase to cleave before an A or a U (9). Notably, the 5′-peak of the position sensitivity to nucleotide identity (calculated analogously to *S*_p_ in Equation (18)) moves exactly one nucleotide to the right as the fragment length increases by one nucleotide from 22 to 27 nt (Figure 5D). Irrespective of fragment length, the 3′-ends of RPFs are always aligned at local position *p* = 32, so that MNase cleavage occurs between positions 32 and 33 in the local nucleotide context (Figure 5). The }{}$z_{p.b}^{FL}$ parameters with G or C at local position *p* = 33 were much smaller and those with A or U much larger than 1 (Figure 5), also in line with the observation that MNase cleaves before A/ U nts (9). The 3′-end cleavage bias of MNase was strong and yet considerably less pronounced than the 5′-end cleavage bias. In the local nucleotide region between positions 13 and 29 well inside the ribosome (Supplementary Figure S1), the }{}$z_{p.b}^{FL}$ factors were very similar for different fragment lengths (Figure 5), suggesting insignificant technical bias in the 13–29 region of the local nucleotide context.

**Figure 5.**
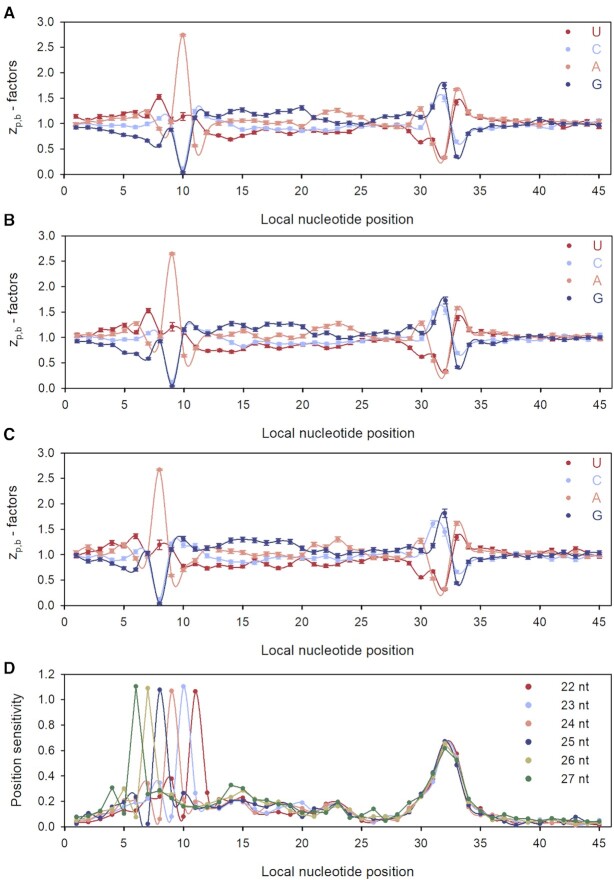
Context factors, }{}$z_{p.b}^{FL}$ displayed for local nucleotide positions 1 to 45 for: (**A**) FL = 23 nt, (**B**) FL = 24 nt, (**C**) FL = 25 nt; *p* = 22 corresponds to the first A-site position (Supplementary Figure S1). (**D**) Position sensitivity profiles for }{}$z_{p.b}^{FL}$-parameters calculated from RPF genome coverage with RPF fragments of lengths ranging from 22 to 27 nts.

}{}$z_{p,b}^{}$ factors estimated from the standard experimental RPF coverage profile, }{}$c_{i,j}^{\exp }$, obtained by summation of length-specific experimental RPF coverage profiles }{}$c_{i,j}^{\exp ,FL}$ for RPF lengths from 22 to 27 nts, exhibit much reduced 5′-bias but essentially unchanged 3′-bias (Supplementary Figure S4). The great reduction of the 5′-bias is easily understood by considering that the summation of length specific RPF profiles }{}$c_{i,j}^{\exp ,FL}$ corresponds roughly to an FL-averaging of }{}$z_{p.b}^{FL}$ factors. This also explains why the position sensitivity profile of }{}$z_{p.c}^{}$ factors at codon resolution (Figure 4B) has a smaller bias at positions close to the lagging than to the leading edge of the ribosome.

The strong effects of codon identities at position 11 (leading edge of the ribosome) on }{}${z_{11,c}}$ values (Figure 4A) can now be easily explained by the biases at positions 31, 32 and 33 observed at nucleotide resolution. For example, the combinations of G or C at positions 31 and 32 with A or U at position 33 (corresponding to the three nucleotide positions of codon 11) are expected to result in large }{}${z_{11,c}}$-values, while U or A at positions 31 and 32 combined with C or G at position 33 should result in small }{}${z_{11,c}}$-values (see Figure 5 or Supplementary Figure S4). Indeed, GGU (Gly) and CCA (Pro) codons have }{}${z_{11,c}}$-values much larger than 1, while codons UUC (Phe) and AAG (Lys) have }{}${z_{11,c}}$-values much smaller than 1 (Figure 4A), exactly as predicted from 3′ biases (Supplementary Figure S4). The same analysis applied to the 5′ biases (Supplementary Figure S4) explains the strong }{}${z_{p,c}}$ codon dependence at the ribosomal lagging edge positions 3 and 4 (Figure 4).

For the codon resolution data, we conclude that the outer codon context-dependent }{}${z_{p,c}}$ factors for positions *p* = 1 to *p_1_–1* and from *p_2_+1* to *p_L_* (Figure 1) account for the technical biases in RPF library generation. In contrast, the inner codon context }{}${z_{p,c}}$ factors, for positions *p* from *p_1_* to *p_2_* mainly reflect the context dependent variation of the peptide elongation times. With this as a lead we estimated the }{}${z_{p,c}}$ factors for the *E. coli* AS19 dataset and used the inner subset of }{}${z_{p,c}}$ factors for all positions from *p_1_* = 5 to *p_2_* = 9 to obtain bias-corrected model }{}$g_{ij}^T$ parameters (Equation 25). A typical example of such bias elimination is shown in Figure 6A for the *E. coli atpE* transcript. We contend that the bias-corrected model }{}$s_{ij}^T$ pausing scores (Equation 27) reflect the bias-free peptide elongation times showing that the ribosome translates mRNA in a much smoother fashion than the experimental }{}$s_{ij}^{\exp }$ RPF scores might suggest.

**Figure 6.**
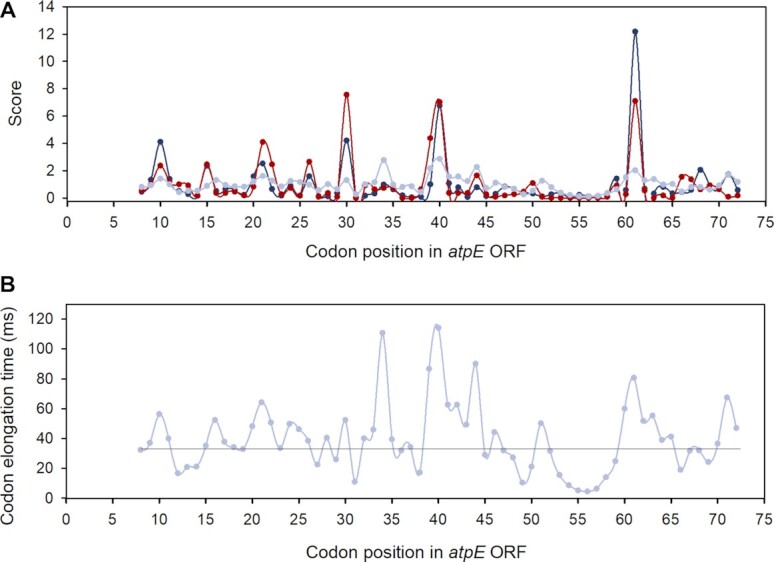
Pausing score profile and absolute time spectrum for the *atpE* (ATP synthase subunit C) transcript at single codon resolution. (**A**) Comparison of an experimental RPF score profile }{}$s_{ij}^{\exp }$ (red, Equation 12) with the total model RPF score profile }{}$s_{ij}^{\bmod }$ (blue, Equation 13) and model pausing score profile }{}$s_{ij}^T$ (light blue, Equation 27). The pausing score profile is much less jagged ( }{}$\sigma _i^T$ = 0.3) than the total model (}{}$\sigma _i^{\bmod }$ = 0.9) and experimental (}{}$\sigma _i^{\exp }$ = 1.1) RPF score profiles. (**B**) Absolute elongation time spectrum }{}$t_{ij}^{\bmod }$ (Equation 39); the horizontal line corresponds to the average per-codon translation time of the *atpE* transcript.

We have also estimated the absolute peptide elongation time, }{}$\tau _{ij}^{} = {\tau ^e}\gamma _{ij}^T$, as the product }{}$t_{ij}^{\bmod } = {t^e}g_{ij}^T$ where }{}${t^e}$ estimates the time factor }{}${\tau ^e}$ in Equation 1 (Figure 6B). We note that our modeling approach allows for determination of the model }{}$g_{ij}^T$ parameters, and, hence, model pausing scores }{}$s_{ij}^T$ from the ribosome profiling data alone, but for }{}${t^e}$ calculation we need to use additional experimental information provided by the growth rate }{}$\mu$ of the bacterial population (Equation 38).

### The local codon context dependent distribution of relative peptide elongation times

The elimination of the technical bias described in the previous section enables estimation of authentic peptide elongation times for any A-site codon *j* in any ORF*_i_* by ‘dividing out’ the bias dependent local context parameter }{}$g_{ij}^B$ (Equation 24) from the total context parameter }{}$g_{ij}^{\bmod }$ (Equation 6), which leads to the context parameter }{}$g_{ij}^T$ (Equation 25) proportional to the A-site codon elongation time }{}$t_{ij}^{\bmod }$ (Equation 30). The frequency densities of }{}$g_{ij}^{\bmod }$ and bias-free }{}$g_{ij}^T$ values for the *E. coli* transcriptome are displayed along with those for their logarithms in Supplementary Figure S5. The frequency densities of }{}$g_{ij}^T$ and }{}$g_{ij}^{\bmod }$ logarithms are near Gaussian with σ-values of 0.61 and 1.2, respectively (Supplementary Figure S5B). From this, we propose that each rate-limiting elongation step involves the passage over a standard free energy barrier determined by the sum of standard free energy contributions determined by the logarithms of }{}${z_{p,c}}$ factors in the local codon context. According to the transition-state theory, the time it takes to overcome a standard free-energy barrier increases exponentially with the barrier height (31). In translocation, the height of the free energy barrier could be the sum of the free energies of interaction between ribosome and mRNA throughout the whole inner context region. In peptidyl transfer, the barrier height could be the sum of the free energies from the identities of codons upstream of the A-site codon. According to the Central Limit Theorem, the frequency densities of such free energy sums would be near-Gaussian, providing a tentative explanation for the near-Gaussian frequency densities of the logarithm of }{}$g_{ij}^T$-values (Supplementary Figure S5B) the exponentiation of which then leads to a log-normal distribution (Supplementary Figure S5A). Interestingly, frequency density of a log-normal distribution is mimicked by the distribution of the sum of two stochastic variables, one normally and one exponentially distributed. Possibly, this feature has led to the previous proposal that there are two-time components in peptide elongation, one Gaussian and one exponential (32). Finally, we note that due to the local context dependent bias there are more }{}$z_{p,c}^{}$ factors in }{}$g_{ij}^{\bmod }$ (Equation 6) than in }{}$g_{ij}^T$ (Equation 25), leading to a broader near-Gaussian distribution for the logarithm of }{}$g_{ij}^{\bmod }$ than of }{}$g_{ij}^T$ (Supplementary Figure S5B).

### Determinants of fast and slow peptide elongation cycles in *E. coli*

The model estimate }{}$t_{ij}^{\bmod }$ (Equation 30) of the time that the ribosome spends translating codon *j* of ORF*_i_* is proportional to }{}$g_{ij}^T$ (Equation 25), a parameter which is estimated from product of }{}$z_{p,c}^{}$ factors for the inner codons of the local context around the A site in the *p*-interval from 5 to 9 (Figure 1). Accordingly, the size of each inner }{}${z_{p,c}}$ factor is a determinant of the peptide elongation time. Under our experimental *E. coli* AS19 growth conditions the }{}$z_{p,c}^{}$ values for Lys codons AAA or AAG pairing to tRNA^Lys^ in A (*p* = 8), P (*p* = 7) or E site (*p* = 6) were relatively large and contributed to slow peptide elongation (Figure 7). A similar picture holds for Gly codons GGU and GGC, read by tRNA^Gly3^. In contrast, Ile codons AUC and AUU, Phe codons UUU and UUC and Val codons GUC and GUU translated by tRNA^Ile2^, tRNA^Phe^ and tRNA^Val2^, respectively, exhibited relatively small }{}${z_{p,c}}$ values in the A, P and E site of the local context and contributed to fast peptide elongation (Figure 7). In most cases, synonymous codons read by the same tRNA isoacceptor have similar }{}${z_{p,c}}$ values (Figure 7 and Supplementary Figure S6). This, we propose, reflects similar interactions between the ribosome and the shared cognate tRNA. Along the same line, inner }{}${z_{p,c}}$ factors of Val codons at the same local position *p* were different when read by tRNA^Val2^ or tRNA^Val1^ (Figure 7), probably reflecting different interactions between the ribosome and the bodies of tRNA^Val2^ and tRNA^Val1^.

**Figure 7.**
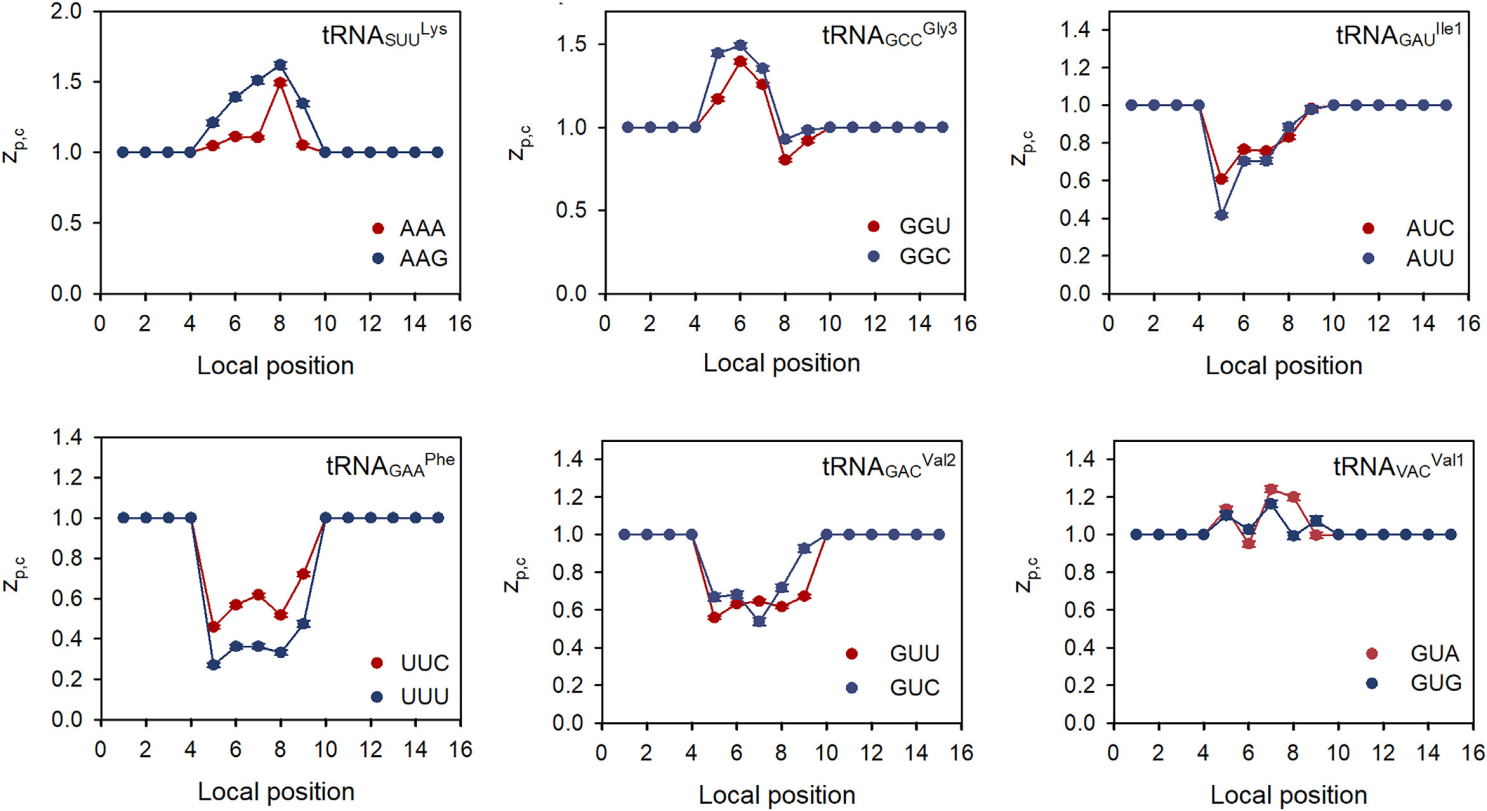
Variation of z-factors with the local codon position around the A site (*p*_A_= 8) for selected tRNAs reading synonymous codons. Large and small }{}${z_{p,c}}$-values contribute to slow and fast peptide elongation, respectively. A complete set of *z*-factors for all tRNAs is presented in Supplementary Figure S6.

In the A site, codons for charged AAs, e.g. Lys, Asp and Glu, and one hydrophobic AA, Val, encoded by the GUA codon promoted slow peptide elongation (Figure 8A). Codons encoding Gly, Pro and Ala promoted fast or slow peptide elongation depending on whether they are in the A or P site of the local context (Figure 8A, B). In the E site of the local context codons encoding Lys, Glu, Gln and Asp as well as the Gly codons GGC and GGU (translated by tRNA^Gly3^) contributed to slow peptide elongation (Figure 8C). Codons encoding aromatic AAs generally promoted fast elongation when in A, P and E sites of the local context, with Phe being the fastest for our dataset.

**Figure 8.**
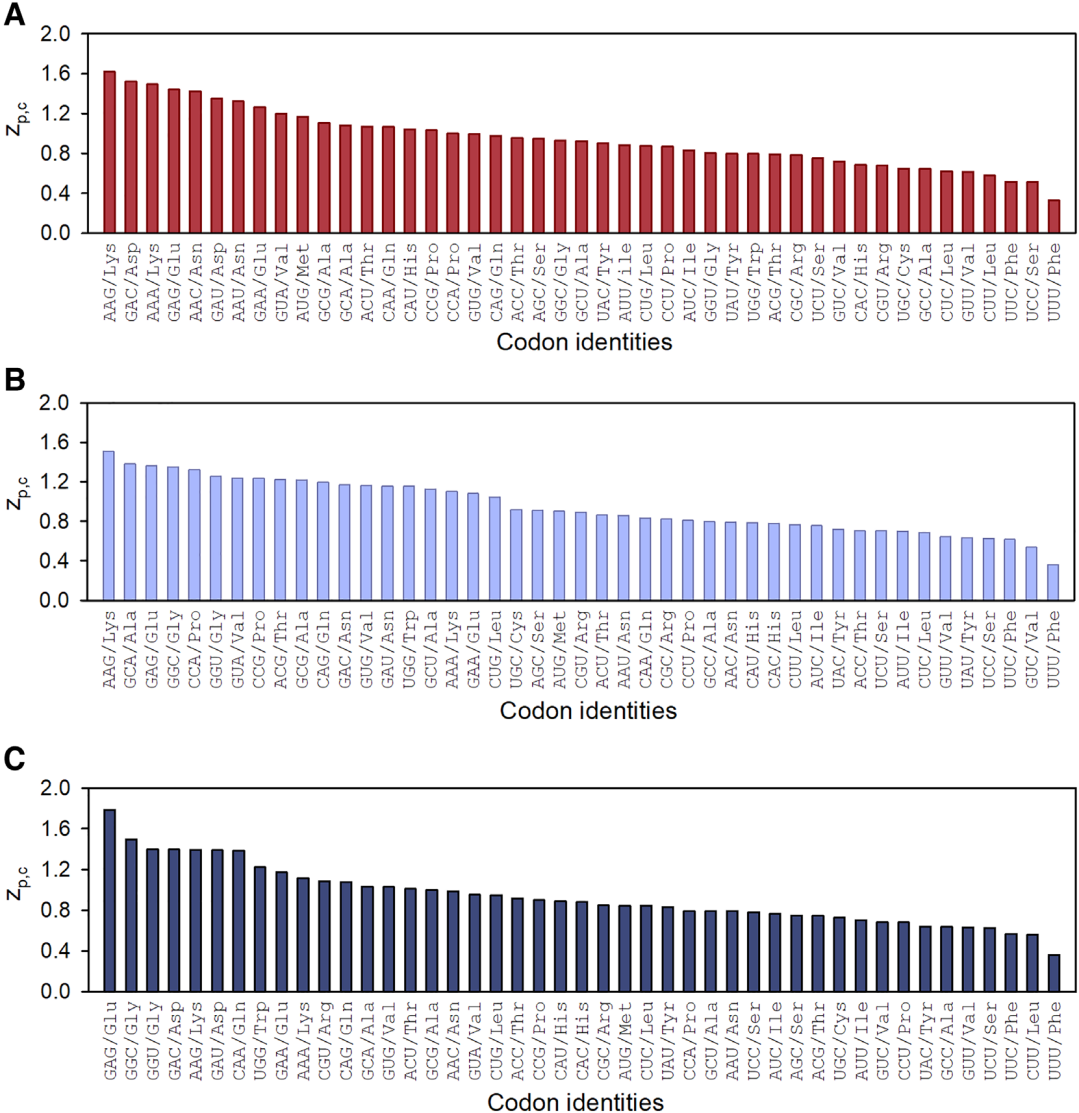
Codons ranked according to }{}${z_{p,c}}$ values for (**A**) A-site, (**B**) P-site and (**C**) E-site position of local context. Large and small }{}${z_{p,c}}$-values designate slow and fast peptide elongation, respectively. Codons are ordered in the descending order of }{}${z_{p,c}}$ values.

### Peptide elongation times in conditions of ternary complex depletion

Next, we considered two published Ribo-Seq datasets, one generated from *E. coli* MG 1655 strain following short incubation with mupirocin and the other representing an untreated control, grown under otherwise identical conditions (6). Mupirocin is an inhibitor of isoleucyl-tRNA synthetase (IleRS) (33), which depletes charged tRNA^Ile^ and causes strong A-site pausing at Ile codons (6). Accordingly, our analysis of the dataset with mupirocin treatment showed greatly increased }{}${z_{p,c}}$ values for all three Ile codons at A site which correlated with slow peptide elongation at Ile codons due to reduced supply of Ile-tRNA^Ile^-containing ternary complexes (Figure 9A). We noted also that for the major Ile codons (AUC and AUU) }{}${z_{p,c}}$ increased by 13- and 16-fold, respectively, whereas }{}${z_{p,c}}$ for the minor AUA Ile codon increased 8.5-fold (Figure 9A). Since the concentration of the minor AUA reading tRNA^Ile2^ is an order of magnitude lower than the tRNA^Ile1^ concentration pairing to the major Ile codon (34), we propose that the mupirocin-induced relative increase in A-site binding time is much larger for ternary complex with the major than with the minor isoacceptor (see Discussion for more details). A much higher sensitivity to IleRS inhibition for AUC/AUU than for AUA reading is also predicted by the theory of selective charging of tRNA isoacceptors (35), corroborated for a similar case of other aminoacyl-tRNA synthetase inhibition (36).

**Figure 9.**
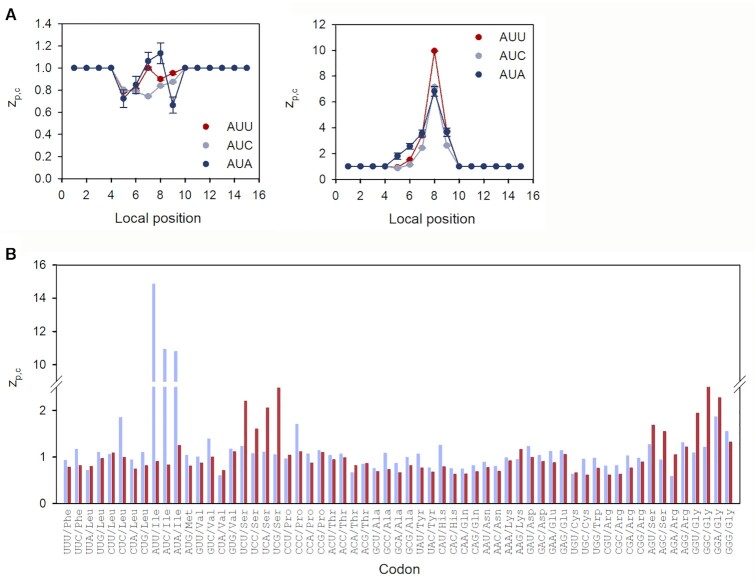
}{}${z_{p,c}}$ values are affected by *E. coli* MG 1655 amino acid starvation. (**A**) Marked stalling at Ile codons following treatment with mupirocin. Variation of }{}${z_{p,c}}$ factors with the local codon position around the A site (*p*_A_= 8) for three Ile codons in untreated *E. coli* MG1655 (left panel) and treated with mupirocin (right panel). Large }{}${z_{p,c}}$ values indicate propensity for slow peptide elongation. (**B**) Comparison of the A-site }{}${z_{p,c}}$ values for untreated *E. coli* MG 1655 (red) and *E. coli* MG 1655 treated with mupirocin (light blue). Codons are ordered as in the genetic code table.

Compared to the untreated *E. coli* MG1655 cells we also found that along with the slower Ile codon reading, mupirocin addition caused a faster Ser/Gly codon decoding (Figure 9B). The relatively slow decoding of Ser and Gly codons in the control was attributed to quick depletion of Ser- and Gly-tRNAs due to culture filtration before the Ribo-Seq library preparation (6). Accordingly, we also detected higher }{}${z_{p,c}}$ values at Ser and Gly codons indicative of slow elongation on these codons in the untreated *E. coli* MG1655 cells (Figure 9B). We speculate that mupirocin treatment results in a drastic slowing down of the global translation in the cell, which also reduces Ser and Gly consumption. Hence, the pools of charged seryl-tRNAs and glycyl-tRNAs are maintained, thus eliminating the pausing on Gly and Ser codons (see Discussion for details).

We have also calculated }{}$z_{p.b}^{FL}$ factors at nucleotide resolution for the untreated *E. coli* MG 1655 data set (Supplementary Figure S7A) and compared them with }{}$z_{p.b}^{FL}$ factors for our dataset (Figure 5). While the 3′-end bias in }{}$z_{p.b}^{FL}$ factors for the same FL was similar for the two data sets, the 5′-end bias was much less pronounced for the *E. coli* MG 1655 (compare Figure 5A and S7A). Similarly, }{}${z_{p,b}}$ factors estimated from the standard RPF nucleotide coverage profile }{}$c_{i,j}^{\exp }$ for *E. coli* MG 1655 also had much less pronounced 5′- bias than the corresponding }{}$z_{p.b}^{}$ factors for the *E. coli* AS19 data set (Supplementary Figures S7B and S4). We attribute these differences to the much longer incubation with MNase of 1 hour for *E. coli* MG1655 (6) vs. 10 min for our *E. coli* AS19 during library preparations.

### Neutralization of nuclease induced bias in Ribo-seq spectra from *Saccharomyces cerevisiae*

To further validate our modeling approach, we considered two published datasets from the yeast *S. cerevisiae* (19). These were prepared with MNase (S7) and RNase A with distinct cleavage biases: while MNase cuts preferentially before A and U, RNase A cleaves preferentially after C and U (19). Here, we applied our nucleotide-resolution ML approach to quantify the characteristic biases in the two datasets. For the MNase set we detected much higher }{}$z_{p.b}^{FL}$ factor values for A/U compared to C/G nucleotides at position *p* = 7 and *p* = 35 corresponding to the nucleotides at the 5′- end and the nucleotide after the 3′- RPF end, respectively (Figure 10A). This pattern is very similar to that in our MNase dataset from *E. coli* (Figure 5). In contrast, the }{}$z_{p.b}^{FL}$ factors for the RNaseA dataset were relatively small for *b* = A or G at position *p* = 6, corresponding to the nucleotide before the 5′- end of the RPF and near zero at position *p* = 34 which corresponds its 3′- end (Figure 10 B). This suggests that the technical biases of the two data sets are distinct and the differences reflect the cleavage preferences of the nucleases used to generate the RPF libraries.

**Figure 10.**
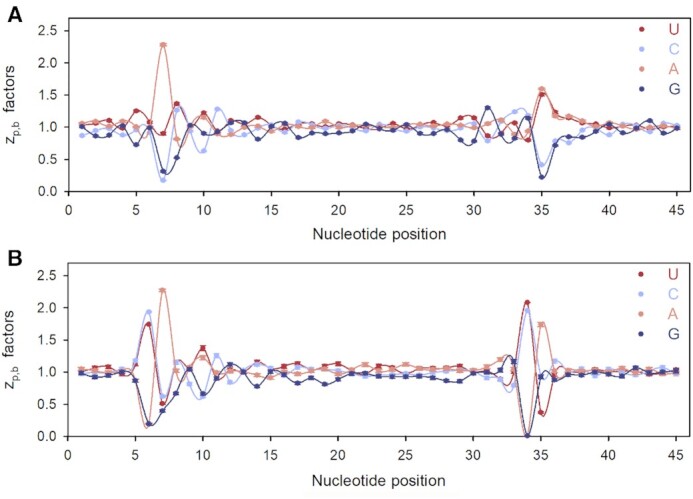
Nucleotide-resolution }{}$z_{p.b}^{FL}$-factors calculated from RPF coverage profiles with RPFs with FL = 28 for yeast Ribo-Seq datasets constructed using MNase (**A**) and RNase A (**B**).

We then calculated the codon resolution }{}${z_{p,c}}$ factors for the MNase- and RNase A-treated yeast datasets and used the inner subset of }{}${z_{p,c}}$ factors for positions from *p_1_* = 5 to *p_2_* = 9 to obtain bias-corrected }{}$g_{ij}^T$ parameters (Equation 25) and }{}$s_{ij}^T$ pausing scores (Equation 27). As expected, both the correlation between the }{}$s_{ij}^{\exp }$ RPF scores (Equation 12) and between the }{}$s_{ij}^{\bmod }$ RPF scores (Equation 13) from the two data sets obtained with MNase and RNase are weak (*r* = 0.3) as exemplified in Figure 11A and B for the YGR027C transcript (coding for the S25 protein of the 40S ribosomal subunit). In contrast, the bias-corrected pausing score }{}$s_{ij}^T$ profiles of YGR027C from the two data sets are strongly correlated (*r* = 0.77) with similar features (Figure 11C). The absolute translation time profiles }{}$t_{ij}^{\bmod }$ for YGR027C transcript calculated from RNase A and MNase data sets, assuming 2 h duplication time of the yeast culture (Equation 36), are also remarkably similar (Figure 11D). This similarity also reflects the varying codon elongation time as the ribosome moves codon by codon along the YGR027C transcript. We obtained very similar results for other transcripts. Notably, the frequency distribution of the *r* -values underwent a large shift from low to high correlation following neutralization of nuclease-introduced biases (Figure 11E). We also observed a strong correlation between }{}$z_{p,c}^{S7}$ and }{}$z_{p,c}^{RA}$ values obtained for the MNase (S7) and RNase A datasets for positions near the A site (Supplementary Figure S8A). This correlation for the A-site position was *r* = 0.8 and increased (*r* = 0.85) when rear codons (i.e. with frequency < 0.3%) were excluded. This, we suggest, reflects the similarity of the effects of a particular A-site codon on the codon translation time in both data sets. For P and E sites, the correlation between }{}$z_{p,c}^{S7}$ and }{}$z_{p,c}^{RA}$ factors for the P and E sites was less pronounced (*r* = 0.7). As expected, the correlation between }{}$z_{p,c}^{S7}$ and }{}$z_{p,c}^{RA}$ factors for positions near the edges of the yeast ribosome (e.g. positions 3 and 12) is low (*r* < 0.25), which reflects the distinct sequence preferences of the nucleases in RPF generation (Supplementary Figure S8B).

**Figure 11.**
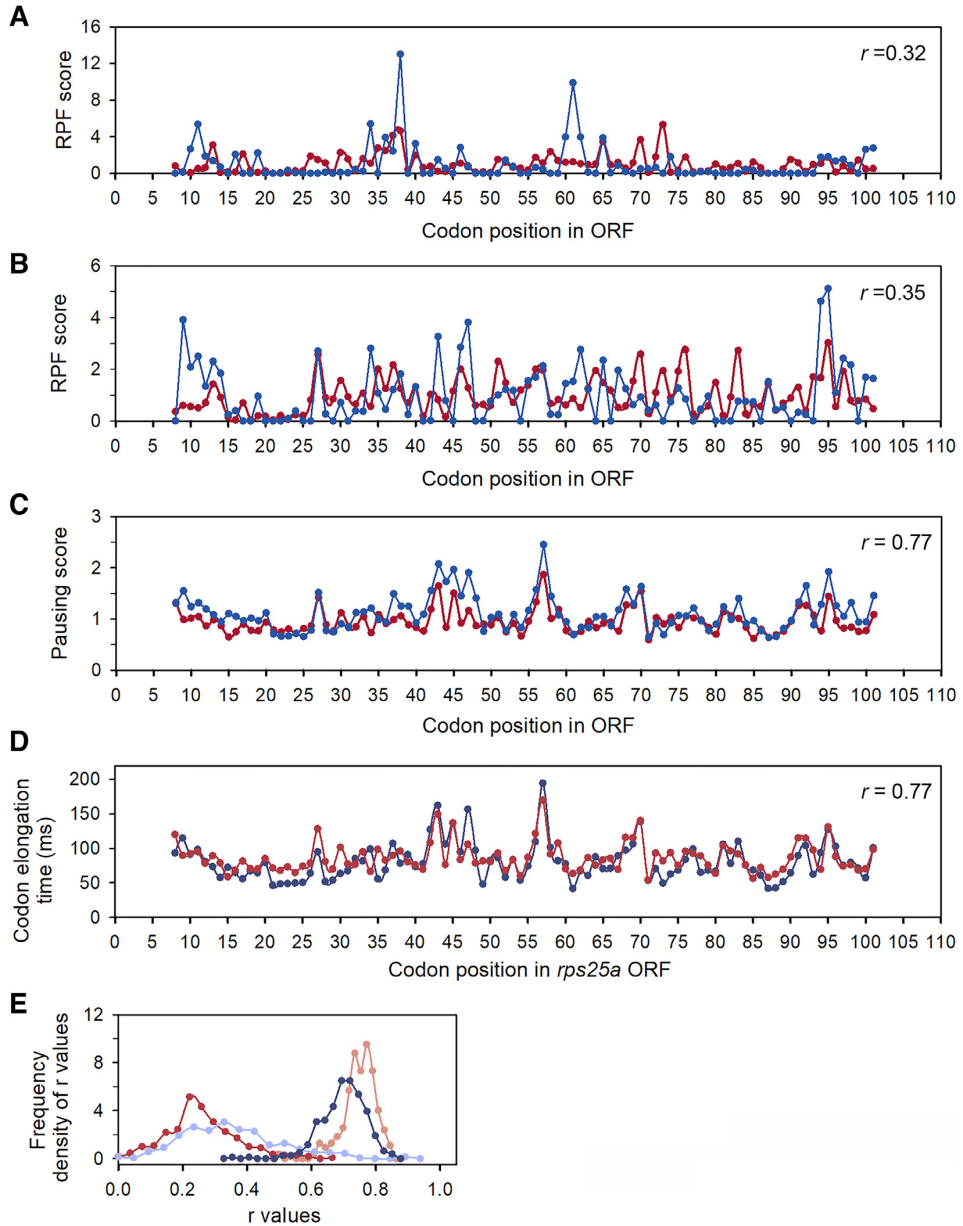
Comparison of experimental RPF scores }{}$s_{ij}^{\exp }$ (**A**), model RPF scores }{}$s_{ij}^{\bmod }$ (**B**) and pausing scores }{}$s_{ij}^T$ (**C**) for YGR027C transcript (encoding ribosomal protein S25, Rps25a) in MNase (red) and RNase A (blue) yeast Ribo-Seq data sets; the Pearson correlation coefficients, *r*, between the two data sets are *r* = 0.32 (A), *r* = 0.35 (B), *r* = 0.77 (C) and *r* = 0.77 (D). (**D**) Absolute elongation time spectrum (Equation 39) of YGR027C derived from the MNase (red) and RNase A (blue) Ribo-Seq data set. The mean elongation time per codon for the YGR027C transcript is 80.8 ms and 86.7 ms when estimated from the RNAse A and MNase datasets, respectively. (**E**) Frequency distribution of Pearson correlation coefficients, *r*, between scores for the same transcripts in yeast datasets prepared with RNase A (RA) and MNase (S7): for experimental scores (light blue, correlation between }{}$s_{ij}^{\exp ,RA}$ and }{}$s_{ij}^{\exp ,S7}$), model scores (red, correlation between }{}$s_{ij}^{\bmod ,RA}$ and }{}$s_{ij}^{\bmod ,S7}$), ‘five-inner model’ scores (dark blue, correlation between }{}$\tilde{s}_{ij}^{\bmod ,RA}$ and }{}$\tilde{s}_{ij}^{\bmod ,S7}$) and bias-free pausing scores (orange, correlation between }{}$s_{ij}^{T,RA}$ and }{}$s_{ij}^{T,S7}$). ‘Five-inner model’ refers to modeling each (*i*,*j*) A-site context contribution with 5 }{}$\tilde{z}_{p,c}^{}$ position parameters (see Equations 28 and 29 for }{}$\tilde{s}_{ij}^{\bmod }$ definition).

We wish to emphasize that to obtain the bias-corrected pausing scores }{}$s_{ij}^T$ (Equation 27), we used the five inner-position }{}${z_{p,c}}$ values from the fifteen }{}${z_{p,c}}$ values accounting for the total local A-site context in the modeling of the experimental }{}$c_{ij}^{\exp }$ datasets. Different bias elimination method has been developed earlier (20) using neural network modeling to predict the elongation time of the A-site codon from its short sequence context (that does not include the edges of the RPFs). To compare these two principally different ways of bias elimination, in similarity to this approach (20), we restricted the context to five codons around each A-site codon, and, hence excluded the edges of the RPFs. We then modeled the two Ribo-Seq sets from *S. cerevisiae* (19) processed with either MNase or RNase A using “five-inner modeling", i.e. using only five-inner }{}$\tilde{z}_{p,c}^{}$ values to obtain RPF scores }{}$\tilde{s}_{ij}^{\bmod }$ (Equations 28 and 29) and found them different from pausing scores }{}$s_{ij}^T$. We then calculated Pearson correlations between }{}$\tilde{s}_{ij}^{\bmod ,RA}$ and }{}$\tilde{s}_{ij}^{\bmod ,S7}$ for each transcript *i* in the two datasets. Clearly, our ‘bias-free method’ leads to much higher correlation between the }{}${z_{p,c}}$ derived }{}$s_{ij}^T$ scores (Figure 11E, orange ‘bias-free’ *r*-frequency profile) than the ‘five-inner model’ for the correlation between the }{}${\tilde{z}_{p,c}}$-derived }{}$\tilde{s}_{ij}^{\bmod }$ scores (Figure 11E, ‘five inner model’, dark blue *r*-frequency profile). An intuitive explanation for this result is that in the ‘five inner model’ the five }{}$\tilde{z}_{p,c}^{}$ inner-position factors used for the description of a }{}$c_{ij}^{\exp }$ dataset absorb the experimental biases. In contrast, using *p_L_* = 15 local positions for modeling }{}$c_{ij}^{\exp }$, the experimental biases are absorbed by the outer ten }{}${z_{p,c}}$ factors (Equation 24), thus leaving the five-inner }{}${z_{p,c}}$ factors bias-free. Thus, the ‘five-inner modelling’ that essentially emulates an earlier approach (20), reduces the precision of elongation time estimates.

## DISCUSSION

Since decades, quantitative studies of protein synthesis with purified ribosomes and auxiliary translation components have been performed across species (37,38). In spite of the insights from these biochemical approaches, there are considerable differences between the empirical contexts of cell-free and intracellular mRNA translation. For instance, in the living cell tightly controlled parallel pathways exist for the supply of aminoacyl-tRNAs, for ternary complex formation and, furthermore, the translation of A-site codons takes place in the context of a virtual infinitude of sets of neighboring codons. Thus, experimental approaches orthogonal to *in vitro* biochemistry will deepen our understanding of how the intracellular kinetic networks of mRNA translation shape the life sustaining phenotypes of living cells. In the present work, we join the ongoing and rapidly growing efforts to establish genome-wide technologies (3,39) for quantitative studies of mRNA translation. We provide a framework for parallel estimation of elongation times of all codons in all local codon contexts of different types of cells. This was made possible by the development of novel type of model to be fitted to transcriptome-wide ribosome profiling data for parameters estimation. Our model describes the elongation time at each codon of the transcriptome as a product of 15 independent }{}${z_{p,c}}$ factors, one for each codon position in the local context surrounding the ribosomal A site. The factor for each codon context position can have one of 61 possible values, depending on its codon identity and context position. Using a maximum likelihood criterion, we obtain the values of 15 × 61 = 915 }{}${z_{p,c}}$ factors for 61 sense codons in 15 local context positions by fitting our model to the experimental RPF spectrum. Despite large ruggedness and stochastic fluctuations, the experimental data are well fitted by the model.

To discriminate between effects of codon context on nuclease cleavage preferences on one hand and peptide elongation time variations on the other, we use models with both single-codon and single-nucleotide resolution. In line with previous findings (9), we find much higher MNase activity at A/U compared to G/C nucleotides near the 5′- or 3′-ends of RPFs, leading to strongly skewed fragment creation/processing and biased RPF spectra. At the same time, the MNase cleavage bias does not propagate into the inner context on both sides of the A-site codon, a crucial feature enabling neutralization of technical codon context-dependent bias. In this way, we derived unbiased RPF spectra suitable for estimation of codon elongation times throughout the transcriptome. We observed differences in the }{}${z_{p,c}}$ values for the A site between two different *E. coli* strain, MG1655 and AS19 (compare Figures 8A and 9B), implying that our approach can very sensitively detect elongation time difference at single codon between different strains, growth medium and conditions.

We have applied our modeling approach to clarify the effects of mupirocin-induced inhibition of the IleRS activity in a bacterial system using a previously published data set (6). The inhibition decreases the rate of supply of charged tRNA^Ile^ isoacceptors (33) and greatly enhances values of }{}${z_{p,c}}$ parameters for all three Ile codons (AUA, AUC or AUU) in the A site, suggesting greatly increased binding time for isoleucyl-tRNA^Ile^-containing ternary complexes. Considering that the total concentration of major tRNA^Ile1^ isoacceptor is an order of magnitude larger than that of the minor tRNA^Ile2^ isoacceptor (34) and assuming nearly 100% charged levels of both tRNA^Ile^ isoacceptors in the absence of the inhibitor, the time for ternary complex binding into the A site is estimated to be an order of magnitude smaller for AUC/AUU than for AUA codons. In the inhibitor-less case, the total peptide elongation time is about 30% longer for AUA than for AUC/AUU codons (Figure 9B). From these data we suggest that the relative change in the time for ternary complex binding into the A site is much larger for AUC/AUU than AUA codons, meaning that AUA decoding is much less sensitive to IleRS inhibition than AUC/AUU. This further corroborates the theory of selective charging of tRNA isoacceptors (35), previously validated by SerRS inhibition in *E. coli* cells (36). In fact, our method might be very useful for detection of ternary complex depletion scenarios in cells. This optimistic notion receives further support from the observation that mupirocin, in addition to slowing down translation at Ile codons, also speeds up translation of Gly and Ser codons in a codon selective manner. That is, mupirocin addition reduces considerably the reading times of major (GGC/GGU) but not of the minor (GGG/GGA) Gly codons and reduces the reading times for all Ser codons (Figure 9). A possible scenario to explain also these codon-specific patterns is that under experimental conditions used to obtain the RPF dataset in *E. coli* MG1655 grown in balanced medium both Gly and Ser codons are weakly starved for their cognate ternary complex (6) due to deficient intracellular supply of Gly and Ser (40). Mupirocin addition slows down the overall protein synthesis, thereby removing the supply bottlenecks of Gly and Ser and pausing at their codons. We note that the theory of selective charging of tRNAs predicts starvation-sensitive reading of GGC/GGU but not of GGG/GGA codons and starvation sensitivity of all Ser codons (35), which corroborates the proposed scenario of weak Gly and Ser starvation that is removed by addition of an IleRS inhibitor.

We have broadened our approach from bacterial systems to include also eukaryote systems. We compared two published Ribo-Seq sets from *S. cerevisiae* (19), derived from identical yeast populations but processed with different nucleases, either MNase or RNase A. Both RNases exhibit strong but distinct cleavage preferences leading to greatly different and virtually uncorrelated experimental and model reproduced RPF spectra. However, after bias neutralization model spectra for both RNases become less rugged and are strikingly similar (Figure 11). This means, we propose, that our bias-neutralization approach provides a solution to the long-standing problem of extracting reliable quantitative information about individual codon elongation cycle times from greatly rugged, highly noisy and biased RPF spectra.

Ribosome profiling holds a great promise of detailed insights into the dynamics of protein synthesis in single cells and multicellular organisms. The ongoing improvements of data analysis along with refinements of experimental techniques and the synergy of different and sometimes orthogonal approaches will accelerate the development of this promising field.

## DATA AVAILABILITY

The sequencing data for *E. coli* AS19 generated in this study have been deposited within Gene Expression Omnibus (GEO) under accession number GSE145571. Two published data sets (6,19) analyzed here too, are available under the accession numbers in the GEO Series with accession number GSE119104 (GSM3358136 and GSM3358137) for *E. coli* MG1655 and GSE 82220 (GSM2186726 and GSM2186728) for yeast. All scripts and source code for modeling and calculating the parameters used here are deposited in https://github.com/gustafGitHub/RiboTimes.

## Supplementary Material

gkab260_Supplemental_File Click here for additional data file.

## References

[1] Steitz J.A. Polypeptide chain initiation: nucleotide sequences of the three ribosomal binding sites in bacteriophage R17 RNA. Nature. 1969; 224:957–964.536054710.1038/224957a0

[2] Ingolia N.T. , GhaemmaghamiS., NewmanJ.R., WeissmanJ.S. Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science. 2009; 324:218–223.1921387710.1126/science.1168978PMC2746483

[3] Ingolia N.T. Ribosome footprint profiling of translation throughout the genome. Cell. 2016; 165:22–33.2701530510.1016/j.cell.2016.02.066PMC4917602

[4] Schuller A.P. , GreenR. Roadblocks and resolutions in eukaryotic translation. Nat. Rev. Mol. Cell Biol.2018; 19:526–541.2976042110.1038/s41580-018-0011-4PMC6054806

[5] Stern-Ginossar N. , IngoliaN.T. Ribosome profiling as a tool to decipher viral complexity. Annu Rev Virol. 2015; 2:335–349.2695891910.1146/annurev-virology-100114-054854

[6] Mohammad F. , GreenR., BuskirkA.R. A systematically-revised ribosome profiling method for bacteria reveals pauses at single-codon resolution. eLife. 2019; 8:e42591.3072416210.7554/eLife.42591PMC6377232

[7] Woolstenhulme C.J. , GuydoshN.R., GreenR., BuskirkA.R. High-precision analysis of translational pausing by ribosome profiling in bacteria lacking EFP. Cell Rep.2015; 11:13–21.2584370710.1016/j.celrep.2015.03.014PMC4835038

[8] Datta A.K. , BurmaD.P. Association of ribonuclease I with ribosomes and their subunits. J. Biol. Chem.1972; 247:6795–6801.4563069

[9] Dingwall C. , LomonossoffG.P., LaskeyR.A. High sequence specificity of micrococcal nuclease. Nucl Acis Res. 1981; 9:2659–2673.10.1093/nar/9.12.2659PMC3268836269057

[10] O’Connor P.B. , LiG.W., WeissmanJ.S., AtkinsJ.F., BaranovP.V. rRNA:mRNA pairing alters the length and the symmetry of mRNA-protected fragments in ribosome profiling experiments. Bioinformatics. 2013; 29:1488–1491.2360333310.1093/bioinformatics/btt184PMC3673220

[11] Weinberg D.E. , ShahP., EichhornS.W., HussmannJ.A., PlotkinJ.B., BartelD.P. Improved ribosome-footprint and mRNA measurements provide insights into dynamics and regulation of yeast translation. Cell Rep.2016; 14:1787–1799.2687618310.1016/j.celrep.2016.01.043PMC4767672

[12] Zheng W. , ChungL.M., ZhaoH. Bias detection and correction in RNA-sequencing data. BMC Bioinfomat. 2011; 12:290.10.1186/1471-2105-12-290PMC314958421771300

[13] Artieri C.G. , FraserH.B. Accounting for biases in riboprofiling data indicates a major role for proline in stalling translation. Genome Res.2014; 24:2011–2021.2529424610.1101/gr.175893.114PMC4248317

[14] O’Connor P.B. , AndreevD.E., BaranovP.V. Comparative survey of the relative impact of mRNA features on local ribosome profiling read density. Nat. Commun.2016; 7:12915.2769834210.1038/ncomms12915PMC5059445

[15] Sharma A.K. , SormanniP., AhmedN., CiryamP., FriedrichU.A., KramerG., O’BrienE.P. A chemical kinetic basis for measuring translation initiation and elongation rates from ribosome profiling data. PLoS Comput. Biol.2019; 15:e1007070.3112088010.1371/journal.pcbi.1007070PMC6559674

[16] Del Campo C. , BartholomausA., FedyuninI., IgnatovaZ. Secondary structure across the bacterial transcriptome reveals versatile roles in mRNA regulation and function. PLoS Genet.2015; 11:e1005613.2649598110.1371/journal.pgen.1005613PMC4619774

[17] Mortazavi A. , WilliamsB.A., McCueK., SchaefferL., WoldB. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Meth. 2008; 5:621–628.10.1038/nmeth.1226PMC1330316618516045

[18] Mohammad F. , WoolstenhulmeC.J., GreenR., BuskirkA.R. Clarifying the translational pausing landscape in bacteria by ribosome profiling. Cell Rep.2016; 14:686–694.2677651010.1016/j.celrep.2015.12.073PMC4835026

[19] Gerashchenko M.V. , GladyshevV.N. Ribonuclease selection for ribosome profiling. Nucleic Acids Res.2017; 45:e6.2763888610.1093/nar/gkw822PMC5314788

[20] Tunney R. , McGlincyN.J., GrahamM.E., NaddafN., PachterL., LareauL.F. Accurate design of translational output by a neural network model of ribosome distribution. Nat. Struct. Mol. Biol.2018; 25:577–582.2996753710.1038/s41594-018-0080-2PMC6457438

[21] Levenberg K. A method for the solution of certain non-linear problems in least squares. Quarterly Appl Math. 1944; 2:164–168.

[22] Marquardt D. An algorithm for least-squares estimation of nonlinear parameters. SIAM J. Appl. Math.1963; 11:431–441.

[23] Dana A. , TullerT. The effect of tRNA levels on decoding times of mRNA codons. Nucleic Acids Res.2014; 42:9171–9181.2505631310.1093/nar/gku646PMC4132755

[24] Hussmann J.A. , PatchettS., JohnsonA., SawyerS., PressW.H. Understanding biases in ribosome profiling experiments reveals signatures of translation dynamics in yeast. PLoS Genet.2015; 11:e1005732.2665690710.1371/journal.pgen.1005732PMC4684354

[25] Bremer H. , DennisP.P. Modulation of chemical composition and other parameters of the cell at different exponential growth rates. EcoSal Plus. 2008; 3:doi:10.1128/ecosal.5.2.3.10.1128/ecosal.5.2.326443740

[26] Bartholomaus A. , Del CampoC., IgnatovaZ. Mapping the non-standardized biases of ribosome profiling. Biol. Chem.2016; 397:23–35.2635191910.1515/hsz-2015-0197

[27] McGlincy N.J. , IngoliaN.T. Transcriptome-wide measurement of translation by ribosome profiling. Methods. 2017; 126:112–129.2857940410.1016/j.ymeth.2017.05.028PMC5582988

[28] Chiba S. , ItoK. Multisite ribosomal stalling: a unique mode of regulatory nascent chain action revealed for MifM. Mol. Cell. 2012; 47:863–872.2286411710.1016/j.molcel.2012.06.034

[29] Lu J. , DeutschC. Electrostatics in the ribosomal tunnel modulate chain elongation rates. J. Mol. Biol.2008; 384:73–86.1882229710.1016/j.jmb.2008.08.089PMC2655213

[30] Nakatogawa H. , ItoK. Secretion monitor, SecM, undergoes self-translation arrest in the cytosol. Mol. Cell. 2001; 7:185–192.1117272310.1016/s1097-2765(01)00166-6

[31] Laidler K. , KingC. Development of transition-state theory. J. Phys. Chem. 1983; 87:2657–2664.

[32] Dana A. , TullerT. Properties and determinants of codon decoding time distributions. BMC Genomics. 2014; 15:S13.10.1186/1471-2164-15-S6-S13PMC424007925572668

[33] Hughes J. , MellowsG. Inhibition of isoleucyl-transfer ribonucleic acid synthetase in *Escherichia coli* by pseudomonic acid. Biochem. J.1978; 176:305–318.36517510.1042/bj1760305PMC1186229

[34] Ikemura T. Correlation between the abundance of Escherichia coli transfer RNAs and the occurrence of the respective codons in its protein genes: a proposal for a synonymous codon choice that is optimal for the *E. coli* translational system. J. Mol. Biol.1981; 151:389–409.617575810.1016/0022-2836(81)90003-6

[35] Elf J. , NilssonD., TensonT., EhrenbergM. Selective charging of tRNA isoacceptors explains patterns of codon usage. Science. 2003; 300:1718–1722.1280554110.1126/science.1083811

[36] Lindsley D. , BonthuisP., GallantJ., TofoleanuT., ElfJ., EhrenbergM. Ribosome bypassing at serine codons as a test of the model of selective transfer RNA charging. EMBO Rep.2005; 6:147–150.1567816110.1038/sj.embor.7400332PMC1299242

[37] Dever T.E. , GreenR. The elongation, termination, and recycling phases of translation in eukaryotes. Cold Spring Harb. Perspect. Biol.2012; 4:a013706.2275115510.1101/cshperspect.a013706PMC3385960

[38] Maracci C. , RodninaM.V. Review: translational GTPases. Biopolymers. 2016; 105:463–475.2697186010.1002/bip.22832PMC5084732

[39] Iwasaki S. , IngoliaN.T. The growing toolbox for protein synthesis studies. Trends Biochem. Sci.2017; 42:612–624.2856621410.1016/j.tibs.2017.05.004PMC5533619

[40] Avcilar-Kucukgoze I. , BartholomausA., Cordero VarelaJ.A., KamlR.F., NeubauerP., BudisaN., IgnatovaZ. Discharging tRNAs: a tug of war between translation and detoxification in *Escherichia coli*. Nucleic Acids Res.2016; 44:8324–8334.2750788810.1093/nar/gkw697PMC5041488

# Supplementary material for: Estimation of peptide elongation times from ribosome profiling spectra
**Source:** Nucleic Acids Res. 2021 Apr 22;49(9):5124–42. doi: 10.1093/nar/gkab260
**Supplement:** gkab260_Supplemental_File

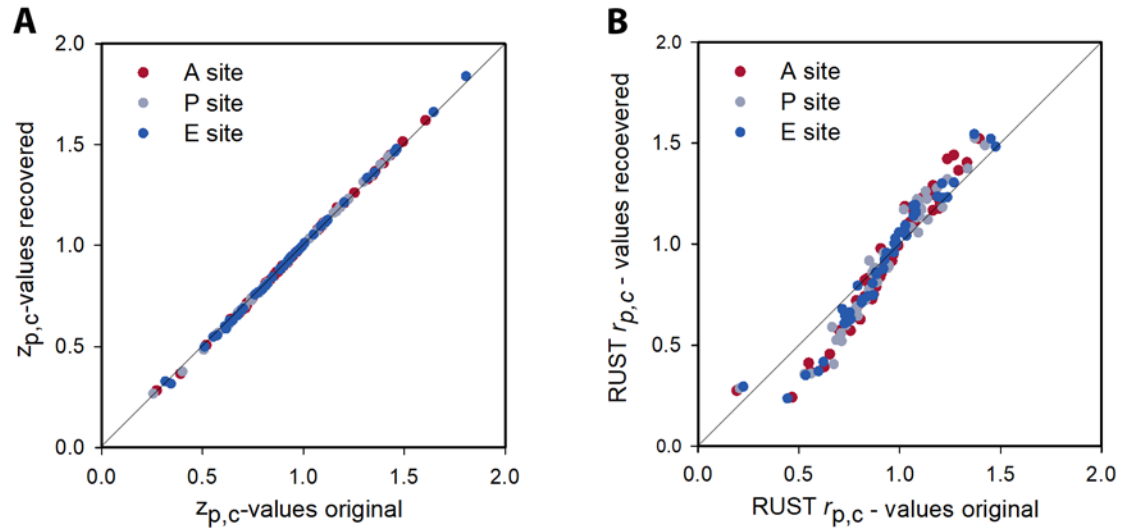

Figure S2. Comparison of original and recovered parameters. (A) Original  $z_{p,c}$  values, calculated from an experimental RPF data set containing 945 genes, were used to generate a model dataset; then a new set of  $z_{p,c}$  values was recovered from the model dataset; recovered versus original  $z_{p,c}$  values for  $p$ -positions corresponding to the A, P and E site of the local sequence context are plotted. (B) Original RUST ratio metafile table denoted here as  $r_{p,c}$  was calculated by implementing the RUST algorithm as described in (1), using the same experimental dataset containing 945 genes as in (A). These original  $r_{p,c}$ -values were used to generate a model RPF dataset and a new RUST ratio metafile table was recovered from the model data; recovered versus original  $r_{p,c}$  parameters for  $p$ -positions corresponding to the A, P and E site of the local sequence context are plotted.

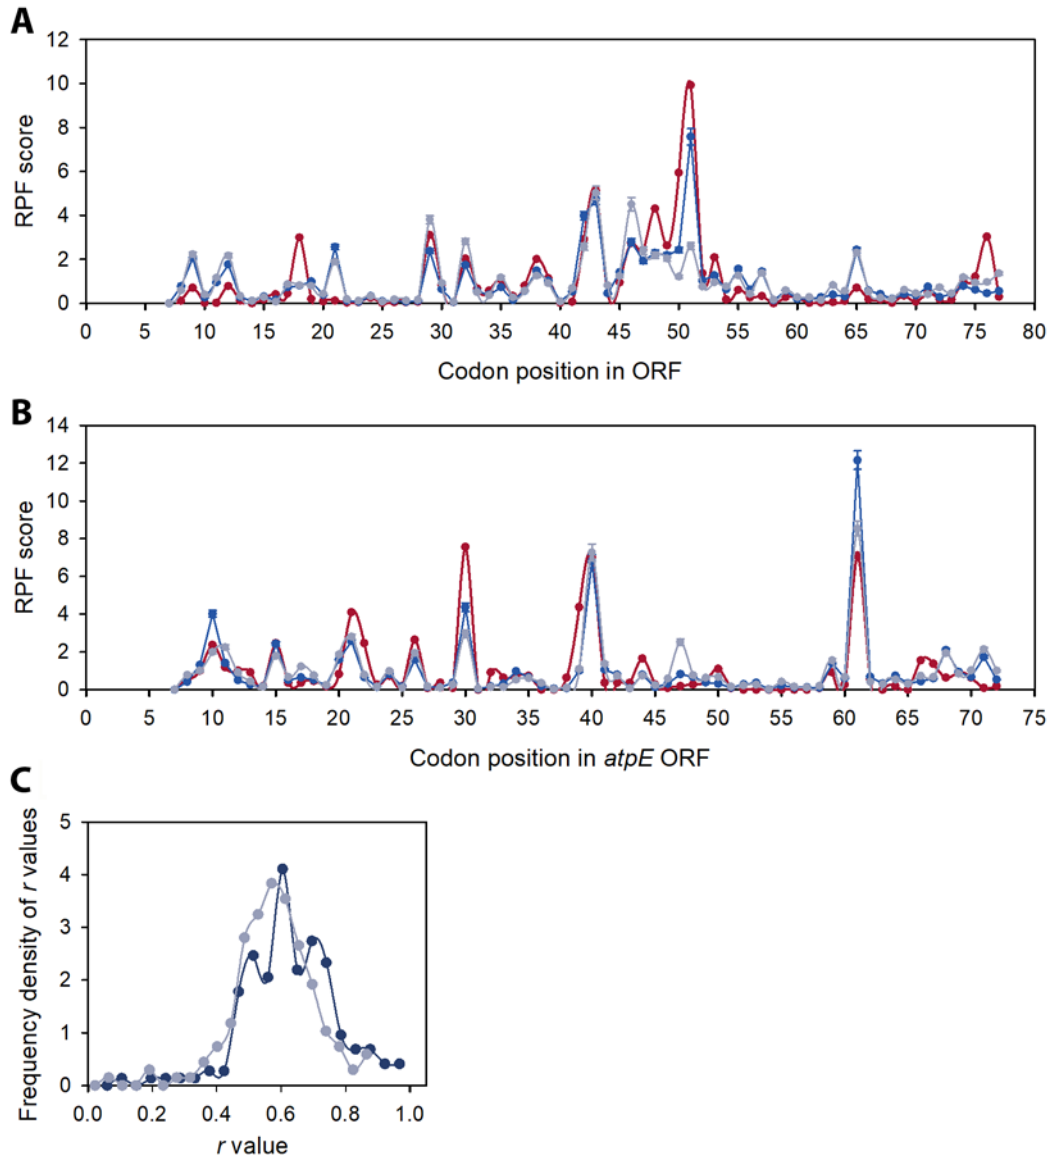

Figure S3. Comparisons of experimental (red), our model derived (blue) and RUST-derived model (light blue) RPF score spectra at codon resolution. (A) Pearson correlation ( $r$ ) between the experimental spectra for *rpsQ* transcript,  $r=0.83$  for our model and  $r=0.63$  for RUST. (B) Pearson correlation ( $r$ ) between the experimental spectra for *atpE* transcript  $r=0.81$ , for our model and  $r=0.8$  for RUST. (C) Frequency density of  $r$  values between experimental spectra and our model spectra (blue) or model RUST spectra (light blue) for 161 highly expressed genes (i.e. with average RPF density  $d_i^{\text{exp}} > 5$ ).

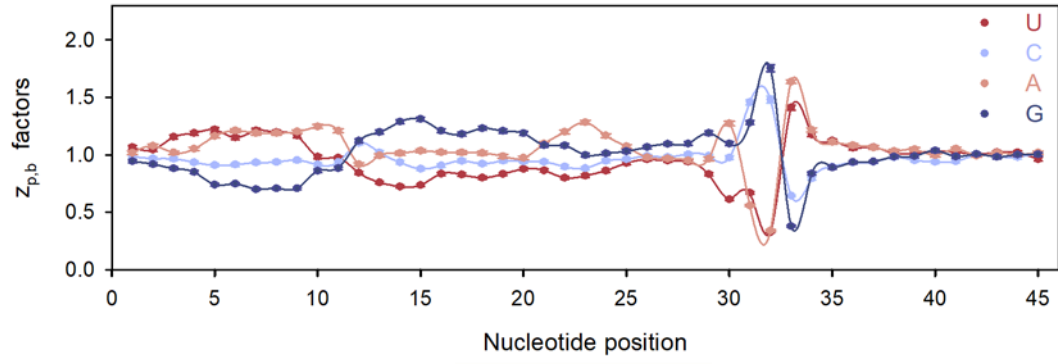

Figure S4.  $z_{p,b}$  factors calculated for the standard RPF coverage profile  $c_{i,j}^{\text{exp}}$  of *E. coli* AS19 at nucleotide resolution. The  $c_{i,j}^{\text{exp}}$  profile was obtained by summation of RPF length-specific coverage profiles  $c_{i,j}^{\text{exp},FL}$  for RPFs with lengths ranging from FL=22 to FL=27 nts.

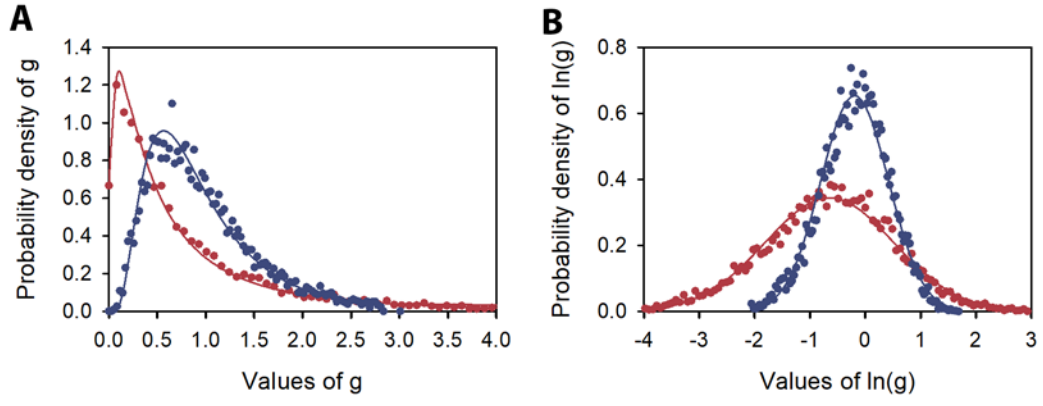

Figure S5. Frequency densities for (A) the values of model  $g^{\text{mod}}$  (blue) and bias-corrected  $g^T$  (red) context factors fitted by log-normal probability distribution (solid lines) and (B) the values of the natural logarithms of  $g^{\text{mod}}$  (blue) and  $g^T$  (red) context factors fitted by Gaussian probability distribution (solid lines).

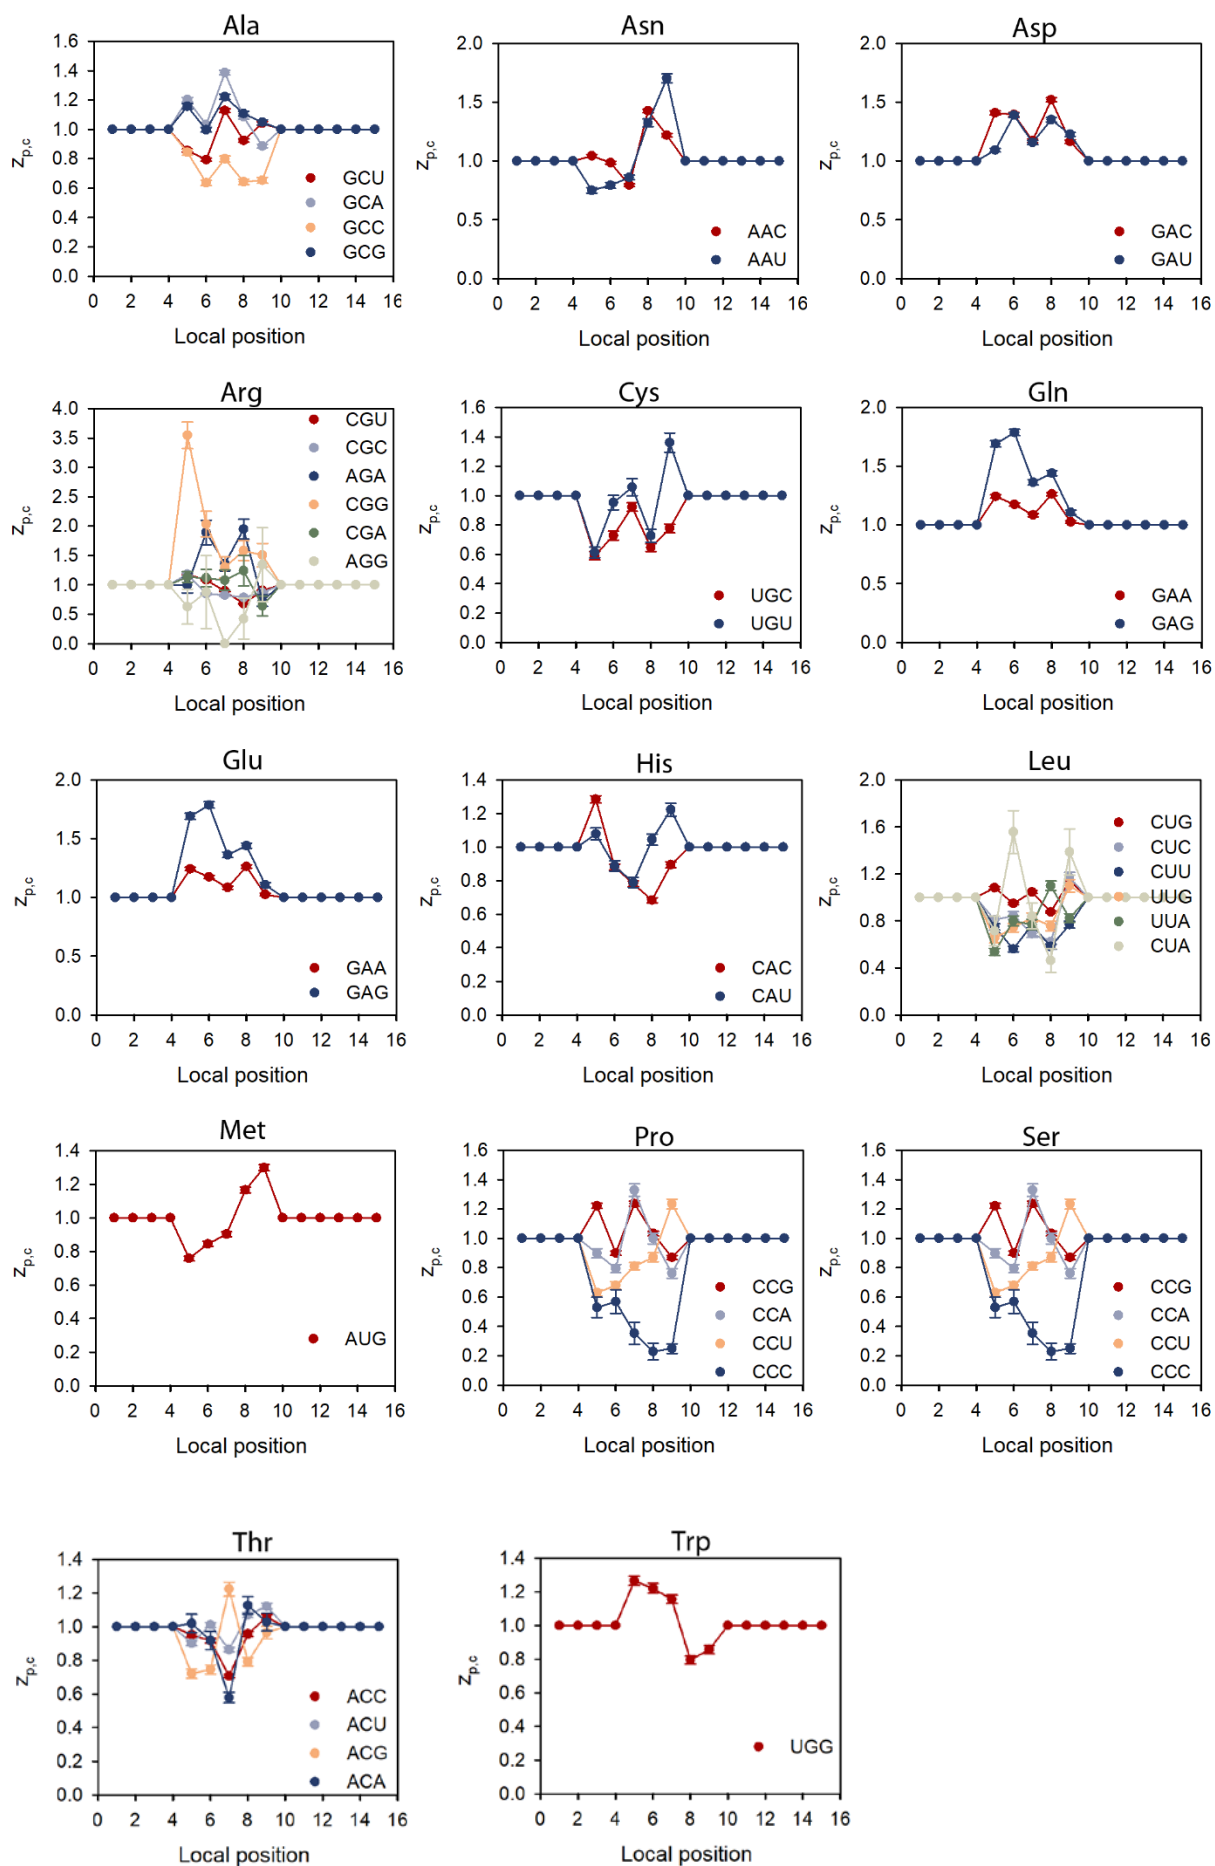

Figure S6. Variation of  $z_{p,c}$  factors in the inner local context positions around the A-site position ( $p=8$ ) for the codons not included in Figure 7. Large and small  $z_{p,c}$ -values mean propensity for slow and fast peptide elongation, respectively.

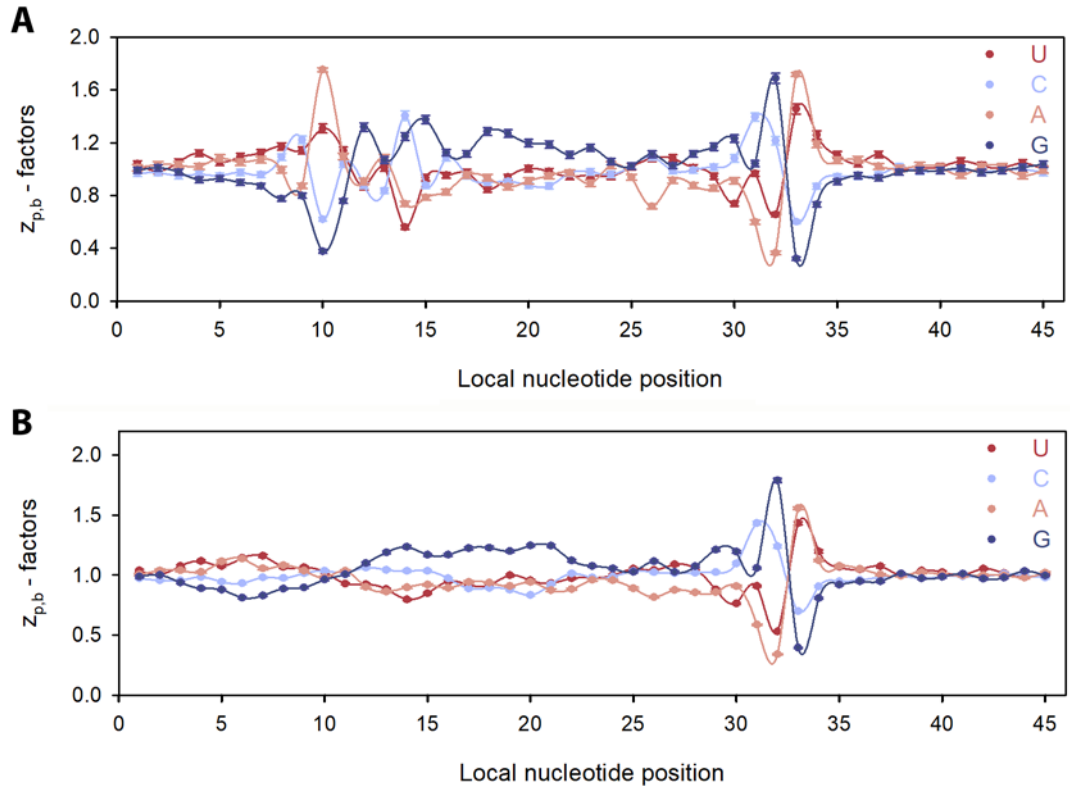

Figure S7. (A)  $z_{p,b}^{FL}$  factors for the RPF coverage profile  $c_{i,j}^{\text{exp},FL}$  obtained with RPFs of length  $FL=23$  nts for *E. coli* MG1655, displayed for local nucleotide positions 1 to 45 (see Figure S1); (B)  $z_{p,b}$  factors calculated for the standard RPF coverage profile  $c_{i,j}^{\text{exp}}$  at nucleotide resolution. The  $c_{i,j}^{\text{exp}}$  profile was obtained by summation of RPF length-specific coverage profiles  $c_{i,j}^{\text{exp},FL}$  for RPFs with lengths ranging from  $FL=22$  to  $FL=27$  nts for *E. coli* MG1655;  $p=22$  corresponds to the first nucleotide of the local A-site position (Figure S1).

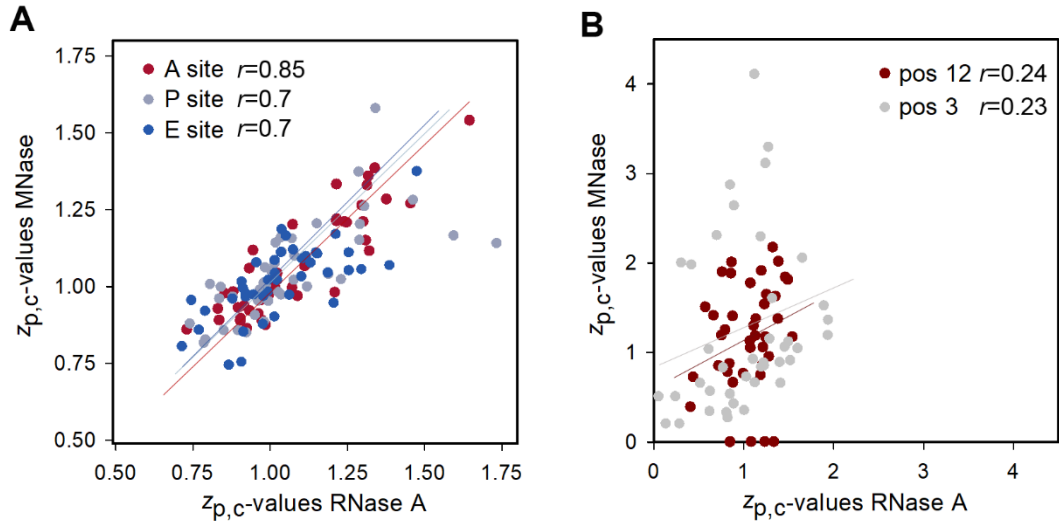

Figure S8. Comparison of  $z_{p,c}^{S7}$  and  $z_{p,c}^{RA}$  values obtained for the yeast datasets processed with MNase or RNase A for A, P and E positions (A) and for positions 3 and 12 near the edges of the yeast ribosome (B).  $r$ , Pearson correlation coefficients calculated for 41 codons with frequency  $> 0.3\%$ .

## SUPPLEMENTARY TEXT

Equations in the main text are always referred to as “Eq. X” and those in the Supplementary Information (SI) as “Eq. XS”. For convenience, Eq. 6, which relates factor  $g_{ij}^{\text{mod}}$  to the local sequence context with current A site at codon position  $j$  in mRNA of gene  $i$ , is also provided here in SI format:

$$g_{ij}^{\text{mod}} = \prod_{p=1}^{p_L} z_{p, \text{seq}_i(j+p-p_A)} . \quad \text{Eq. 1S}$$

Factors  $z_{p,c}$  are the underlying parameters of our model to be determined from the fit of all  $g_{ij}^{\text{mod}}$ -values to the experimental profiling data. The index  $\text{seq}_i(j)$  returns the identity,  $c$ , of a codon at position  $j$  in ORF <sub>$i$</sub>  as an integer in the interval 1 to 64. How model estimated RPF counts  $c_{ij}^{\text{mod}}$  are related to factors  $g_{ij}^{\text{mod}}$  and model estimated  $\varphi_i$ -parameters,  $f_i^{\text{mod}}$ , in Eq. 5 is also reproduced here in SI format:

$$c_{ij}^{\text{mod}} = f_i^{\text{mod}} g_{ij}^{\text{mod}} . \quad \text{Eq. 2S}$$

### Maximal log-likelihood function $L$

Using Eq. 2S and notation  $C_i^{\text{exp}} = \sum_j c_{ij}^{\text{exp}}$ , the log-likelihood function  $L$  in Eq. 7 can be written as:

$$L = \sum_i \sum_j c_{ij}^{\text{exp}} \ln g_{ij}^{\text{mod}} - \sum_i f_i^{\text{mod}} \sum_j g_{ij}^{\text{mod}} + \sum_i C_i^{\text{exp}} \ln f_i^{\text{mod}} - \sum_i \sum_j \ln(c_{ij}^{\text{exp}}!) . \quad \text{Eq. 3S}$$

In Eq. 3S and in what follows  $\sum_j$  means  $\sum_{j=p_A}^{l_i+p_A-p_L}$  implying that  $j$  in ORF <sub>$i$</sub>  runs from codon number  $p_A$  to codon number  $l_i + p_A - p_L$ , where  $l_i$  is the total number of codons in ORF <sub>$i$</sub>  and  $p_A$  is the A-site position in the local codon context of codon length  $p_L$ . With  $z_{p,c}$ -parameters in Eq. 1S and  $f_i^{\text{mod}}$ -parameters in Eq. 3S considered as independent variables, the partial derivatives of  $L$  with respect to  $f_i^{\text{mod}}$  define the  $G_{f_i^{\text{mod}}}$  components of the gradient vector:

$$G_{f_i^{\text{mod}}} = \frac{\partial L}{\partial f_i^{\text{mod}}} = \frac{C_i^{\text{exp}}}{f_i^{\text{mod}}} - \sum_j g_{ij}^{\text{mod}} . \quad \text{Eq. 4S}$$

At maximal  $L$ , all  $G_{f_i^{\text{mod}}}$  components are zero so that:

$$f_i^{\text{mod}} = \frac{C_i^{\text{exp}}}{\sum_j g_{ij}^{\text{mod}}} . \quad \text{Eq. 5S}$$

The partial derivatives of  $L$  with respect to  $z_{p,c}$  define the  $G_{z_{p,c}}$  components of the gradient vector:

$$G_{z_{p,c}} = \frac{\partial L}{\partial z_{p,c}} = \sum_i \sum_j c_{ij}^{\text{exp}} \frac{\partial}{\partial z_{p,c}} \ln g_{ij}^{\text{mod}} - \sum_i f_i^{\text{mod}} \sum_j \frac{\partial}{\partial z_{p,c}} g_{ij}^{\text{mod}} . \quad \text{Eq. 6S}$$

It follows from Eq. 1S that:

$$\frac{\partial}{\partial z_{p,c}} g_{ij}^{\text{mod}} = \frac{\partial}{\partial z_{p,c}} \prod_{q=1}^{pL} z_{q,seq_i(q+j-pA)} = \left\{ \prod_{q \neq p}^{pL} z_{q,seq_i(q+j-pA)} \right\} \frac{\partial z_{p,seq_i(p+j-pA)}}{\partial z_{p,c}} . \quad \text{Eq. 7S}$$

Using that:

$$\frac{\partial z_{p,seq_i(p+j-pA)}}{\partial z_{p,c}} = \delta_{c,seq_i(p+j-pA)} , \quad \text{Eq. 8S}$$

where  $\delta_{c,s}$  is the Kronecker delta introduced in Eq. 8, Eq. 7S simplifies to:

$$\frac{\partial}{\partial z_{p,c}} g_{ij}^{\text{mod}} = \frac{\delta_{c,seq_i(p+j-pA)}}{z_{p,seq_i(p+j-pA)}} \left\{ \prod_{q=1}^{pL} z_{q,seq_i(q+j-pA)} \right\} = \frac{\delta_{c,seq_i(p+j-pA)}}{z_{p,c}} g_{ij}^{\text{mod}} . \quad \text{Eq. 9S}$$

It also follows that:

$$\frac{\partial}{\partial z_{p,c}} \ln g_{ij}^{\text{mod}} = \frac{1}{g_{ij}^{\text{mod}}} \frac{\partial g_{ij}^{\text{mod}}}{\partial z_{p,c}} = \frac{\delta_{c,seq_i(p+j-pA)}}{z_{p,c}} . \quad \text{Eq. 10S}$$

Using Eq. 9S and 10S, Eq. 6S can be written as:

$$G_{z_{p,c}} = \frac{1}{z_{p,c}} \left\{ \sum_i \sum_j c_{ij}^{\text{exp}} \delta_{c,seq_i(p+j-pA)} - \sum_i f_i^{\text{mod}} \sum_j g_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} \right\} . \quad \text{Eq. 11S}$$

Defining  $\Omega_{p,c}^{\text{exp}}$  in Eq. 11S as:

$$\Omega_{p,c}^{\text{exp}} = \sum_i \sum_j c_{ij}^{\text{exp}} \delta_{c,seq_i(j+p-pA)} , \quad \text{Eq. 12S}$$

and using that maximal  $L$  requires all the gradient vector components in Eqs 4S and 11S to be zero, one obtains with the help of Eq. 5S:

$$\Omega_{p,c}^{\text{exp}} = \sum_i \frac{c_i^{\text{exp}}}{\sum_j g_{ij}^{\text{mod}}} \sum_j g_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} . \quad \text{Eq. 13S}$$

It now follows from Eqs 2S and 5S that model counts  $c_{ij}^{\text{mod}}$  can be expressed as:

$$c_{ij}^{\text{mod}} = c_i^{\text{exp}} \frac{g_{ij}^{\text{mod}}}{\sum_k g_{ik}^{\text{mod}}} . \quad \text{Eq. 14S}$$

By analogy with  $\Omega_{p,c}^{\text{exp}}$  we define  $\Omega_{p,c}^{\text{mod}}$  as:

$$\Omega_{p,c}^{\text{mod}} = \sum_i \sum_j c_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} . \quad \text{Eq. 15S}$$

Eq. 13S can now be re-written as:

$$\Omega_{p,c}^{\text{exp}} = \sum_i \sum_j c_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} \equiv \Omega_{p,c}^{\text{mod}} . \quad \text{Eq. 16S}$$

Eq. 16S implies that  $L$  is maximized for a set of  $z_{p,c}$  parameters in which model (Eq. 15S) and experimental (Eq. 16S) fingerprints coincide. We note that from Eq. 14S follows that:

$$C_i^{\text{mod}} = \sum_j c_{ij}^{\text{mod}} = C_i^{\text{exp}} \quad \text{Eq. 17S}$$

This means that the fulfillment of maximum likelihood conditions imposed by Eq. 5S implies that the total per gene RPF counts are conserved, i.e. that  $C_i^{\text{mod}} = C_i^{\text{exp}}$ .

We further note that Eq. 13S, valid for a set of  $g_{ij}^{\text{mod}}$  and a set of  $c_{ij}^{\text{exp}}$  values, remains valid for the same set of  $g_{ij}^{\text{mod}}$  values in conjunction with any set  $\alpha \cdot c_{ij}^{\text{exp}}$  of re-scaled  $c_{ij}^{\text{exp}}$  values. This is because such a scaling affects equally  $\Omega_{p,c}^{\text{exp}}$  on the left and  $C_i^{\text{exp}}$  on the right side of Eq. 13S.

### Reduced log-likelihood function $L^r$

Since Eq. 5S is valid for maximal  $L$ ,  $f_i^{\text{mod}}$  in Eq. 3S can be substituted by  $C_i^{\text{exp}} / \sum_j g_{ij}^{\text{mod}}$ , to obtain a “reduced” log likelihood function  $L^r$  depending only on  $g_{ij}^{\text{mod}}$ -values, and, hence, through Eq. 1S, being completely defined by the  $z_{p,c}$ -factors:

$$\begin{aligned} L^r &= \sum_i \sum_j c_{ij}^{\text{exp}} \ln g_{ij}^{\text{mod}} - \sum_i \frac{C_i^{\text{exp}}}{\sum_j g_{ij}^{\text{mod}}} \sum_j g_{ij}^{\text{mod}} + \sum_i C_i^{\text{exp}} \ln \frac{C_i^{\text{exp}}}{\sum_j g_{ij}^{\text{mod}}} - \sum_{ij} \ln(c_{ij}^{\text{exp}}!) = \\ &= \sum_i \sum_j c_{ij}^{\text{exp}} \ln g_{ij}^{\text{mod}} - \sum_i C_i^{\text{exp}} + \sum_i C_i^{\text{exp}} \ln C_i^{\text{exp}} - \sum_i C_i^{\text{exp}} \ln \left( \sum_j g_{ij}^{\text{mod}} \right) - \sum_{ij} \ln(c_{ij}^{\text{exp}}!). \end{aligned} \quad \text{Eq. 18S}$$

For the components,  $G_{z_{p,c}}^r$ , of the gradient of  $L^r$  one obtains:

$$\begin{aligned} G_{z_{p,c}}^r &= \frac{\partial L^r}{\partial z_{p,c}} = \sum_{ij} c_{ij}^{\text{exp}} \frac{\partial}{\partial z_{p,c}} \ln g_{ij}^{\text{mod}} - \sum_i C_i^{\text{exp}} \frac{\partial}{\partial z_{p,c}} \ln \left( \sum_j g_{ij}^{\text{mod}} \right) = \\ &= \sum_{ij} c_{ij}^{\text{exp}} \frac{\partial}{\partial z_{p,c}} \ln g_{ij}^{\text{mod}} - \sum_i \frac{C_i^{\text{exp}}}{\sum_j g_{ij}^{\text{mod}}} \sum_j \frac{\partial}{\partial z_{p,c}} g_{ij}^{\text{mod}}. \end{aligned} \quad \text{Eq. 19S}$$

From Eqs. 9S, 10S and 13S it also follows that:

$$G_{z_{p,c}}^r = \frac{1}{z_{p,c}} \left\{ \Omega_{p,c}^{\text{exp}} - \sum_i \frac{C_i^{\text{exp}}}{\sum_j g_{ij}^{\text{mod}}} \sum_j g_{ij}^{\text{mod}} \delta_{c, \text{seq}_i(p+j-pA)} \right\}. \quad \text{Eq. 20S}$$

It is seen that the condition of zero gradient components in Eq. 20S leads exactly to Eq. 13S, the latter assuring zero gradient components also of  $L$ . This proves that Eq. 13S is fulfilled at the point in  $z_{p,c}$ -parameter space where the gradient of  $L^r$  is zero and  $L^r$  maximized.

To actually find the set of  $z_{p,c}$ -parameters that maximize  $L^r$ , we use a Levenberg-Marquardt type algorithm (2,3) that uses the Hessian of  $L^r$ . It first finds the global maximum of  $L^r$  in a series of steps by solving the equation:

$$\vec{G}^r(\vec{z}_k) = \left\{ \hat{H}^r(\vec{z}_k) + \lambda_k \cdot \text{diag}(\hat{H}^r(\vec{z}_k)) \right\} \vec{d}_k \quad \text{Eq. 21S}$$

for the directional vector  $\vec{d}_k$  and then stepping to  $\vec{z}_{k+1}$  from  $\vec{z}_k$  in  $z_{p,c}$ -parameter space through  $\vec{z}_{k+1} = s_k \vec{d}_k + \vec{z}_k$ . Here,  $\hat{H}^r(\vec{z}_k)$  and  $\vec{G}^r(\vec{z}_k)$  are the current Hessian and the gradient of  $L^r$ ,

respectively;  $\lambda_k$  is the Levenberg-Marquardt parameter, which in every iteration is chosen as described (3) and the length,  $s_k$ , in step number  $k$  is determined from the condition  $(\vec{G}^r(\vec{z}_k + s_k \vec{d}_k), \vec{d}_k) = 0$ , i.e. that the direction of the gradient at  $\vec{z}_{k+1}$  is perpendicular to  $\vec{d}_k$ .

### Hessian matrix of the reduced log-likelihood function

For the Hessian of  $L^r$  one easily gets:

$$\begin{aligned} H_{p,c;\tilde{p},\tilde{c}}^r &= \frac{\partial}{\partial z_{\tilde{p},\tilde{c}}} G_{z_{p,c}}^r = \frac{\partial}{\partial z_{\tilde{p},\tilde{c}}} \frac{1}{z_{p,c}} \left\{ \Omega_{p,c}^{\exp} - \sum_i \frac{C_i^{\exp}}{\sum_j g_{ij}^{\text{mod}}} \sum_j g_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} \right\} = \\ &= -\frac{\delta_{c,\tilde{c}} \delta_{p,\tilde{p}}}{z_{p,c}^2} \frac{1}{z_{p,c}} \left\{ \Omega_{p,c}^{\exp} - \sum_i \frac{C_i^{\exp}}{\sum_j g_{ij}^{\text{mod}}} \sum_j g_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} \right\} - \\ &- \frac{1}{z_{p,c}} \left\{ \frac{\partial}{\partial z_{\tilde{p},\tilde{c}}} \sum_i \frac{C_i^{\exp}}{\sum_j g_{ij}^{\text{mod}}} \sum_j g_{ij}^{\text{mod}} \delta_{c,seq_i(p+j-pA)} \right\}. \end{aligned} \quad \text{Eq. 22S}$$

Eq. 9S in conjunction with algebraic reshuffling leads to:

$$\begin{aligned} H_{p,c;\tilde{p},\tilde{c}} &= -\frac{\delta_{c,\tilde{c}} \delta_{p,\tilde{p}}}{z_{p,c}} G_{z_{p,c}} + \frac{1}{z_{p,c} z_{\tilde{p},\tilde{c}}} \left\{ \sum_i U_i^{\exp} \frac{\Theta_{p,c,i}^{\text{mod}}}{G_i^{\text{mod}}} \frac{\Theta_{\tilde{p},\tilde{c},i}^{\text{mod}}}{G_i^{\text{mod}}} \right\} - \\ &- \frac{1}{z_{p,c} z_{\tilde{p},\tilde{c}}} \left\{ \sum_i \frac{C_i^{\exp}}{G_i^{\text{mod}}} \sum_j \delta_{c,seq_i(p+j-pA)} \delta_{\tilde{c},seq_i(\tilde{p}+j-pA)} g_{ij}^{\text{mod}} \right\}. \end{aligned} \quad \text{Eq. 23S}$$

Here, to simplify we have introduced notations:

$$G_i^{\text{mod}} = \sum_j g_{ij}^{\text{mod}} \quad \text{Eq. 24S}$$

and

$$\Theta_{p,c,i}^{\text{mod}} = \sum_j \delta_{c,seq_i(p+j-pA)} g_{ij}^{\text{mod}}. \quad \text{Eq. 25S}$$

We note that for any position  $p$  of the local context the corresponding  $p$ -row of the  $z_{p,c}$ -factors table can be multiplied by any number  $\alpha_p$  with the validity of Eq. 13S retained. To remove this scaling ambiguity we set  $z_{p,1} = 1$  for all positions  $p$ , meaning that the search for maximal  $L^r$  explores only a subspace of dimension  $p_L \times (N_c - 1)$  (where  $N_c = 61$  is the number of sense codon types) of the total  $z_{p,c}$ -parameter space of  $p_L \times N_c$  dimension. In this subspace the Hessian matrix can be inverted, which leads to a unique solution for the global  $L^r$ -maximum.

We also note that  $a \cdot c_{ij}^{\exp}$  scaling affects the errors of the  $z_{p,c}$ -parameter estimates (but not their expected values). The reason is that by such scaling the components of both gradient and Hessian will be multiplied by a factor  $a$ , meaning that the parameter errors computed from the main diagonal of the

inverted Hessian,  $H_{p,c;p,c}^{-1}$ , will be multiplied by a factor  $\sqrt{a}$ . Accordingly, when the scaling factor  $a$  for the RPF counts is unknown, only the relative errors of the  $z_{p,c}$  parameters can be obtained from  $H_{p,c;p,c}^{-1}$ . To speed up computations, we use an approximate Hessian  $H_{p,c;\tilde{p},\tilde{c}}^{appr}$  obtained by discarding the cross-position terms (i.e. terms with  $\tilde{p} \neq p$ ) in  $H_{p,c;\tilde{p},\tilde{c}}$  given by Eq.23.  $H_{p,c;\tilde{p},\tilde{c}}^{appr}$  is given by:

$$H_{p,c;\tilde{p},\tilde{c}}^{appr} = -\frac{\delta_{p,\tilde{p}}\delta_{c,\tilde{c}}}{z_{p,c}^2}\Omega_{p,c}^{\exp} + \frac{\delta_{p,\tilde{p}}}{z_{p,c}z_{p,\tilde{c}}}\left\{\sum_i C_i^{\exp} \frac{\Theta_{p,c,i}^{\text{mod}}}{G_i^{\text{mod}}} \frac{\Theta_{p,\tilde{c},i}^{\text{mod}}}{G_i^{\text{mod}}}\right\}, \quad \text{Eq. 26S}$$

so that  $H_{p,c;p,\tilde{c}}^{appr} = H_{p,c;p,\tilde{c}}$ . The increase in computation speed comes from the omission of a time consuming calculation of the last term in Eq. 23S and from the fact that the matrix form of  $H_{p,c;\tilde{p},\tilde{c}}^{appr}$  is now a block-diagonal matrix with  $p_L$  blocks of  $(N_c - 1) \times (N_c - 1)$  size. The latter property allows for a fast and efficient solution of Eq. 21S. The speed of finding zero gradient components by solving Eq. 13 increases, despite the increase in total number of algorithm iteration steps in comparison with when the complete Hessian of Eq. 23S is used.

### One position model and initial guesses for the $z_{p,c}$ parameter table

Let us consider a model for which  $z_{p,c}$  factors in Eq. 1S vary with  $c$  for the position  $p$  only, while the rest of  $z_{q,c}$  factors with  $q \neq p$  are set to 1. Eq. 1S reduces then to:

$$g_{ij}^{\text{mod}} = \hat{z}_{p,seq_i(j+p-p_A)} \quad \text{Eq. 27S}$$

We put the “hat” symbol over  $z$ -parameters in Eq. 27S to indicate explicitly that the set of  $\hat{z}_{p,c}$  refers to the special case of the general model in which only one position  $p$  matters. It follows then that here Eq. S13, which defines the maximum of the likelihood function, can be re-cast as:

$$\hat{z}_{p,c} = \frac{\Omega_{p,c}^{\exp}}{\sum_i \frac{C_i^{\exp}}{\hat{z}_{p,c} n_{i,p,c}} n_{i,p,c}}, \quad \text{Eq. 28S}$$

where

$$n_{i,p,c} = \sum_{j=p_A}^{l_i-p_L+p_A} \delta_{c,seq_i(p+j-p_A)} = \sum_{k=p}^{l_i-p_L+p} \delta_{c,seq_i(k)} \quad \text{Eq. 29S}$$

It is seen that  $n_{i,p,c}$  is the number of codons of type  $c$  in the part of  $ORF_i$  that starts from codon number  $p$  and ends at codon number  $l_i - p_L + p$ . It follows then that  $n_{i,p,c}$  can vary slightly with  $p$  for codons close to the boundaries of  $ORF_i$ . Eq. 28S is easily solved by the following iterations starting from  $\hat{z}_{p,c} = 1$

:

$$\hat{z}_{p,c}^{next} = \frac{\Omega_{p,c}^{exp}}{\sum_i \frac{C_i^{exp}}{\hat{z}_{p,c}^{previous} n_{i,p,c}} n_{i,p,c}} \quad \text{Eq. 30S}$$

We note that, like in the general case, if some  $\hat{z}_{p,c}$  set is a solution of Eq. 28S then for any scaling factor  $\alpha \cdot \hat{z}_{p,c}$  is also a solution. Here, this “scaling uncertainty” is removed by rescaling  $\hat{z}_{p,c}^{next}$  after each iteration to satisfy the equality:

$$\sum_i \frac{U_i^{exp}}{\sum_c \hat{z}_{p,c}^{next} n_{i,p,c}} = \sum_i \frac{U_i^{exp}}{n_i}, \quad \text{Eq. 31S}$$

Here,  $n_i = l_i - p_L + 1$  is the number of codons in the “inner” region of ORF<sub>*i*</sub>. The solution stabilizes to  $\hat{z}_{p,c}^{next} = \hat{z}_{p,c}^{previous}$  within the tolerance of  $10^{-10}$  after just a few iterations.

It is clear that by solving Eq. 28S for each position from  $p=1$  to  $p=p_L$  one obtains a  $\hat{z}_{p,c}$  parameter table of the same dimensions ( $p_L \times N_c$ ) as for the general model in Eq. 1S. We use the  $\hat{z}_{p,c}$  parameter table as the initial guess for  $z_{p,c}$  parameters in our ML algorithm. We note that the  $\hat{z}_{p,c}$  parameter set differs from the  $z_{p,c}$  parameter set obtained as the solution of Eq. 13S for general model in Eq. 1S and that the  $\hat{z}_{p,c}$  parameters do not maximize the likelihood function for the general model. Still  $\hat{z}_{p,c}$  table is useful if one wishes to roughly estimate the  $S_p$  position sensitivity (e.g. by using  $\hat{z}_{p,c}$  instead of  $z_{p,c}$  in Eq. 18).

### Self-consistency of the maximum-likely hood approach

The extremum condition of Eq. 13S ensures self-consistency of the present modeling approach in the following sense. Suppose that a set of  $z_{p,c}$  parameters that generate the set of  $g_{ij}^{mod}$  parameters satisfying Eq. 13S has been found. Suppose further that this set of  $g_{ij}^{mod}$  parameters is used to obtain model RPF counts  $c_{ij}^{mod}$  according to Eq. 14S and that this model  $c_{ij}^{mod}$  set is used to replace the experimental RPF dataset  $c_{ij}^{exp}$  in Eq. 12S. It follows then that the original Eq. 13S is reproduced because Eqs 16S and 17S ensure both that  $\Omega_{p,c}^{exp} = \Omega_{p,c}^{mod}$  and that  $C_i^{exp} = C_i^{mod}$ . Hence, the same set of originally obtained  $g_{ij}^{mod}$  parameters and underlying  $z_{p,c}$  parameters will be recovered when Eq.13 is solved for the model data set.

### Standard scaling of $z_{p,c}$ parameter sets

We note that although the condition  $z_{p,1} = 1$  is adequate for implementation of our ML-algorithm, it is inappropriate for comparing  $z_{p,c}$  factors for the same codon  $c$  at different positions  $p$  in the local context. To make such a comparison meaningful we re-scale each row  $p$  of the  $z_{p,c}$  parameter table obtained by the algorithm in such a way that in the final table the weighted average  $\bar{z}_p$  of  $z_{p,c}$  along each table row is one, i.e.:

$$\bar{z}_p = \sum_c w_{p,c} z_{p,c} = 1. \quad \text{Eq. 32S}$$

Here, the  $w_{p,c}$  weights are chosen as:

$$w_{p,c} = \frac{\sum_i f_i^{\text{mod}} n_{i,p,c}}{\sum_i f_i^{\text{mod}} n_i}. \quad \text{Eq. 33S}$$

We also note that for  $n_{i,p,c}$  (see Eq. 29S):

$$\sum_c n_{i,p,c} = \sum_{k=p}^{l_i - p_L + p} \sum_c \delta_{c, \text{seq}_i(k)} = l_i - p_L + 1 = n_i. \quad \text{Eq. 34S}$$

It then follows from Eqs 32S and 34S that  $\sum_c w_{p,c} = 1$ , a condition providing the proper normalization of Eq. 32S. We note that  $n_{i,p,c}$  defined by Eq. 29S varies but slightly with  $p$  for most ORFs. Furthermore, since  $f_i^{\text{mod}}$  is proportional to the expression level of gene  $i$  the products  $f_i^{\text{mod}} n_{i,p,c}$  in Eq. 33S are proportional to the frequency with which the ribosome encounters codons of type  $c$  in the inner region of the ORF. The rationale behind the definition of weights,  $w_{p,c}$  by Eq. 33S is that they confer higher statistical weight to codons that are frequent both in the genome and on the codon translating ribosome.

### Probability distributions of RPFs

Probability distribution of RNA fragment copy numbers. The probability  $p_{ij}$  that a particular ribosome is at codon  $(i,j)$  by abrupt sample freezing and will generate a footprint for further PCR amplification is given by:

$$p_{ij} = \frac{v_i \tau_{ij} \beta_{ij}}{\sum_{k,l} v_k \tau_{kl}} \quad \text{Eq. 35S}$$

The denominator summation in Eq. 35S is over all transcriptome positions  $(k,l)$ ;  $v_i$  is the frequency of translation initiation of transcripts of type  $i$ ,  $\tau_{ij}$  the expected dwell time on codon  $j$  of a transcript

(gene) of type  $i$  and  $\beta_{ij}$  the probability that the segment protected by the ribosome with the A site at position  $(i,j)$  is successfully processed to a fragment ready for PCR-amplification (i.e. cleaved out by a nuclease and ligated). When there are  $M$  translating ribosomes the average number  $\lambda_{ij}$  of generated  $(i,j)$  fragments is given by

$$\lambda_{ij} = Mp_{ij} \quad \text{Eq. 36S}$$

Depending on the strength of gene expression ( $V_i$ ), length of dwell time ( $\tau_{ij}$ ) and probability ( $\beta_{ij}$ ) of nuclease cleavage and ligation of a ribosome covered mRNA segment, the average values ( $\lambda_{ij}$ ) vary from numbers near 0 to many thousands. In repeated, identical experiments with  $M$  translating ribosomes in the cell population, the copy numbers  $n_{ij}$  of fragments with  $(i,j)$  coordinate display a relative variation around its expected value  $\lambda_{ij}$ , which increases with decreasing  $\lambda_{ij}$ . Each such experiment can be considered as a series of “ $M$ ” Bernoulli trials, where the outcome for each is to generate an  $(i,j)$  fragment or not. It then follows that the number  $n_{ij}$  of generated  $(i,j)$  fragments is binomially distributed:

$$\text{Bin}(n_{ij} | M, p_{ij}) = \frac{M!}{(M - n_{ij})!n_{ij}!} (p_{ij})^{n_{ij}} (1 - p_{ij})^{M - n_{ij}} \quad \text{Eq. 37S}$$

Since, for all  $(i,j)$ ,  $p_{ij} \ll 1$  and  $n_{ij} \ll M$ , the Binomial distribution in Eq. 37S is for each copy number  $n_{ij}$  approximated by a Poisson distribution:

$$\text{Po}(n_{ij} | \lambda_{ij}) = \frac{(\lambda_{ij})^{n_{ij}}}{n_{ij}!} e^{-\lambda_{ij}} \quad \text{Eq. 38S}$$

In sum, the copy number  $n_{ij}$  of  $(i,j)$  fragments before PCR amplification is Poisson distributed with both expected value and variance equal to  $\lambda_{ij}$ .

Probability distribution of DNA fragment copy numbers after PCR amplification. After amplification each copy number  $n_{ij}$  is increased by a factor  $A_{ij}$ . The probability that there are  $n_{ij}^A = A_{ij}n_{ij}$  fragments of type  $(i,j)$  is given by a rescaled version of the Poisson distribution in Eq.38S:

$$\text{Po}(n_{ij}^A | \lambda_{ij}) = \frac{\lambda_{ij}^{(n_{ij}^A / A_{ij})}}{(n_{ij}^A / A_{ij})!} e^{-\lambda_{ij}}, \quad \text{Eq. 39S}$$

or equivalently:

$$\text{Po}(A_{ij}n_{ij} | \lambda_{ij}) = \frac{(\lambda_{ij})^{n_{ij}}}{n_{ij}!} e^{-\lambda_{ij}} \quad \text{Eq. 40S}$$

Probability distribution of DNA fragment copy numbers in aliquots for Illumina sequencing. In our experiments a small fraction,  $q$ , of a PCR amplified library (normally 1-0.1%) is sequenced. Thus, the probability for a number  $m_{ij}$  of fragments in the sequenced library aliquot, conditional on the presence of  $A_{ij}n_{ij}$  fragments in the whole amplified library, is also of Poisson type with expected value

$$\theta_{ij} = qA_{ij}n_{ij} :$$

$$Po(m_{ij} | \theta_{ij} = qA_{ij}n_{ij}) = \frac{(qA_{ij}n_{ij})^{m_{ij}} e^{-qA_{ij}n_{ij}}}{m_{ij}!} \quad \text{Eq. 41S}$$

The unconditional probability that there are  $m_{ij}$  fragments on the chip of the sequencing instrument is then given by multiplying the conditional probability in Eq. 41S with the probability  $Po(A_{ij}n_{ij} | \lambda_{ij})$  of  $A_{ij}n_{ij}$  fragments in Eq. 40S and summing over all  $n_{ij}$ -values:

$$P(m_{ij} | \lambda_{ij}, qA_{ij}) = \sum_{n_{ij}=0}^{\infty} \frac{(qA_{ij}n_{ij})^{m_{ij}} e^{-qA_{ij}n_{ij}}}{m_{ij}!} \frac{(\lambda_{ij})^{n_{ij}}}{n_{ij}!} e^{-\lambda_{ij}} \quad \text{Eq. 42S}$$

The probability distribution in Eq. 8 is of Neyman type A (NA):

$$P_{NA}(m_{ij} | \lambda_{ij}, v_{ij} = qA_{ij}) = \frac{v_{ij}^{m_{ij}} e^{-\lambda_{ij}}}{m_{ij}!} \sum_{n=0}^{\infty} \frac{n^{m_{ij}} \lambda_{ij}^n e^{-v_{ij}n}}{n!} \quad \text{Eq. 43S}$$

with parameters  $\lambda_{ij}$ ,  $v_{ij} = qA_{ij}$ . The expected value  $\lambda_{Sij}$  and variance  $\sigma_{Sij}^2$  for  $m_{ij}$  distributed according to Eq. 43S are:

$$\lambda_{Sij} = \lambda_{ij} \cdot qA_{ij}, \quad \sigma_{Sij}^2 = \lambda_{ij} \cdot qA_{ij} (1 + qA_{ij}) \quad \text{Eq. 44S}$$

It is seen that in the case of uniform PCR amplification (i.e. when  $A_{ij} = A$  for all  $(i,j)$ ), the original expected average and variance values, both equal to  $\lambda_{ij}$ , are uniformly scaled by factors  $qA$  and  $qA(1 + qA)$ , respectively. This means that the  $m_{ij}$ -counts are over-dispersed compared to Poisson and that when  $qA < 1$  the distribution in Eq. 43S is close to its Poisson limit with  $\lambda_{Sij} = \lambda_{ij} \cdot qA$  (4). From this analysis follows that the sampling procedure for the sequencing of a small fraction of reads from the PCR-amplified libraries brings the distribution of the reads much closer to a Poisson distribution than the distribution just after the amplification step. The condition  $qA < 1$  was satisfied in our profiling experiments supporting the relevance our statistical ML-approach.

Finally, the Neyman type A distribution can be emulated by a Negative Binomial (Polya) distribution with the same expected value  $\lambda_{Sij}$  and variance  $\sigma_{Sij}^2$  as in Eq. 44S:

$$P_{NB}(m_{ij} | \lambda_{ij}, p = \frac{1}{1+qA_{ij}}) = \frac{\Gamma(\lambda_{ij} + m_{ij})}{\Gamma(\lambda_{ij})m_{ij}!} p^{\lambda_{ij}} (1-p)^{m_{ij}}, \quad \text{Eq. 45S}$$

where  $\Gamma(x)$  is the standard Gamma function that extends factorial to real numbers. Using that  $\Gamma(x) = (x-1)\Gamma(x-1)$  one can eliminate  $\Gamma(x)$  in Eq.45S and rewrite it in a simpler form:

$$P_{NB}(m_{ij}) = \frac{\lambda_{ij}}{m_{ij} + \lambda_{ij}} \left( \frac{1}{1+qA_{ij}} \right)^{\lambda_{ij}} \left( 1 - \frac{1}{1+qA_{ij}} \right)^{m_{ij}} \cdot \prod_{k=1}^{m_{ij}} \left( 1 + \frac{\lambda_{ij}}{k} \right) \quad \text{Eq.46S}$$

### **Equivalence of protein-number and protein-mass descriptions under conditions of exponential (balanced) cell growth**

Let us consider the dynamics of protein number fractions  $y_i = P_i / \sum_k P_k$ :

$$\frac{d}{dt} y_i = \frac{1}{\sum_k P_k} \frac{d}{dt} P_i - y_i \frac{1}{\sum_k P_k} \sum_k \frac{d}{dt} P_k = \frac{1}{P_{tot}} \frac{d}{dt} P_i - \mu_P \cdot y_i \quad \text{Eq. 47S}$$

Here we introduced  $P_{tot} = \sum_k P_k$  and took into account that:

$$\mu_P = \frac{1}{P_{tot}} \frac{dP_{tot}}{dt} = \frac{1}{\sum_k P_k} \sum_k \frac{d}{dt} P_k = \frac{\gamma P_R}{P_{tot}} \sum_i \frac{u_i}{T_i^{\text{mod}}} \quad \text{Eq. 48S}$$

That the growth rate  $\mu_P$  is defined through protein copy number and the last equality in Eq. 48S follows from Eq. 33 of the main text. Further, taking into account Eq. 35 in the main text, Eq. 47S can be written as:

$$\frac{d}{dt} y_i = \frac{1}{P_{tot}} \frac{\gamma P_R}{C_{tot}^T t_e} f_i^{\text{mod}} - y_i \frac{\gamma}{t_e} \frac{P_R}{P_{tot}} \frac{1}{C_{tot}^T} \sum_k f_k^{\text{mod}} \quad \text{Eq. 49S}$$

During exponential growth the copy number fraction,  $y_i$ , of protein  $i$  in the proteome remains constant so that  $dy_i / dt = 0$ . It then follows from Eq.49S that:

$$y_i = \frac{P_i}{P_{tot}} = \frac{f_i^{\text{mod}}}{\sum_k f_k^{\text{mod}}} \quad \text{Eq. 50S}$$

This means, in particular, that  $P_R / P_{tot} = f_R^{\text{mod}} / \sum_i f_i^{\text{mod}}$  and, in general, that  $P_i / P_j = f_i^{\text{mod}} / f_j^{\text{mod}}$ , which justifies Eq. 37 in the main text.

To show that the growth rate equation based on total protein copy number (Eq. 48S) is equivalent to that based on total protein mass under condition of exponential growth, we introduce the length  $L_i$  of protein  $i$  in amino acids and re-write Eq. 33 from the main text for rate of the protein numbers  $P_i$  increase as:

$$\frac{d}{dt} L_i P_i = \gamma P_R \frac{u_i}{T_i^{\text{mod}} / L_i} \quad \text{Eq. 51S}$$

Here,  $P_R$  is the current number ribosomes in the population,  $\gamma$  the ribosome fraction in elongation phase, estimated as 0.8 by Dennis and Bremer (5) and  $u_i$  is the fraction of elongating ribosomes devoted to synthesis of proteins  $i$ .

Let us introduce the relative mass,  $M_i = L_i P_i$  as the total number of peptide bonds in all proteins  $i$  in the cell population, and the average time of peptide bond formation in protein  $i$  as,  $\tau_i = T_i^{\text{mod}} / L_i$ . We can then re-write Eq. 51S as:

$$\frac{d}{dt} M_i = \gamma P_R \frac{u_i}{\tau_i} \quad \text{Eq. 52S}$$

The growth rate defined as relative increase in the total number of peptide bonds,  $M = \sum_i M_i$ , in proteome (6) can then be expressed as:

$$\mu_M = \frac{1}{M} \sum_i M_i = \gamma \frac{P_R}{M} \sum_i \frac{u_i}{\tau_i} \quad \text{Eq. 53S}$$

To prove that the growth rate  $\mu_M$  in Eq. 53S is the same as  $\mu_P$  in Eq. 48S we need to show that:

$$\mu_P = \frac{\gamma P_R}{P_{\text{tot}}} \sum_i \frac{u_i}{T_i^{\text{mod}}} = \frac{\gamma P_R}{M} \sum_i \frac{u_i}{\tau_i} = \mu_M \quad \text{Eq. 54S}$$

To this end we note now that using Eq. 33 of the main text Eq. 49S can be rewritten as:

$$\frac{d}{dt} y_i = \gamma y_R \frac{u_i}{T_i^{\text{mod}}} - y_i \gamma y_R \sum_k \frac{u_k}{T_k^{\text{mod}}} \quad \text{Eq. 55S}$$

Since during exponential growth the protein number fractions,  $y_i$ , are constant in time one gets:

$$y_i = \frac{P_i}{\sum_k P_k} = \frac{u_i}{T_i^{\text{mod}}} / \sum_k \frac{u_k}{T_k^{\text{mod}}} \quad \text{Eq. 56S}$$

It then follows from Eq. 56S that:

$$\frac{L_i P_i}{\sum_k P_k} = \frac{u_i / \tau_i}{\sum_k (u_k / T_k^{\text{mod}})} \quad \text{Eq. 57S}$$

Summing up one gets:

$$\frac{\sum_i M_i}{\sum_i P_i} = \frac{\sum_i u_i / \tau_i}{\sum_i u_i / T_i^{\text{mod}}} \quad \text{Eq. 58S}$$

Or:

$$\frac{1}{P_{tot}} \sum_i \frac{u_i}{T_i^{mod}} = \frac{1}{M} \sum_i \frac{u_i}{\tau_i} \quad \text{Eq. 59S}$$

This proves the validity of Eq. 54S.

## REFERENCES

1. O'Connor, P.B., Andreev, D.E. and Baranov, P.V. (2016) Comparative survey of the relative impact of mRNA features on local ribosome profiling read density. *Nat Commun*, **7**, 12915.
2. Levenberg, K. (1944) A Method for the Solution of Certain Non-Linear Problems in Least Squares. *Quarterly Appl Math*, **2**, 164-168.
3. Marquardt, D. (1963) An Algorithm for Least-Squares Estimation of Nonlinear Parameters. *SIAM J Appl Math*, **11**, 431-441.
4. Martin, D.C. and Katti, S.K. (1962) Approximations to the Neyman Type A Distribution for Practical Problems. *Biometrics*, **18**, 354-364.
5. Bremer, H. and Dennis, P.P. (2008) In Böck, A., Curtiss III, R., Kaper, J. B., Karp, P. D., Neidhardt, F. C., Nyström, T., Slauch, J. M., Squires, C. L., Ussery, D. and Schaechter, E. (eds.), *EcoSal-Escherichia coli and Salmonella: Cellular and Molecular Biology*. <http://www.ecosal.org>. ASM press, Washington, DC.
6. Pavlov, M.Y. and Ehrenberg, M. (2013) Optimal control of gene expression for fast proteome adaptation to environmental change. *Proc Natl Acad Sci USA*, **110**, 20527-20532.

How the deposited data were processed for this re-analysis (not part of the article)

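Ribosome profiling measures where ribosomes stand on mRNA by sequencing the fragments that ribosomes protect from a nuclease. The samples were 3 biological replicates of *E. coli* grown in LB medium to an OD_600_ of 0.5 without treatment and digested with MNase for 10 min. The paper names the strain AS19, a B strain, and the labels of the samples name MG1655; the samples were mapped by the paper, and the replicate numbers come from the labels. There is a single condition, so no groups were compared and no p-value was computed.

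The authors trimmed the RPFs by quality with fastx-toolkit, cut the adapters with cutadapt, mapped the reads with Bowtie to the MG1655 genome while keeping uniquely mapped reads, and counted RPFs on each ORF. According to their methods these values were normalized to RPM and calibrated to the A site by the 3′-ends of the RPFs. The files the authors deposited hold whole-number counts for 4418 genes in each replicate, under the heading RPM. The values summed to 1427588, 1537614 and 4174613, which a normalization to RPM does not allow, and they were used as raw RPF counts. The gene annotation that the authors counted on and the handling of strands are not named in the paper's text. A value per gene holds no codon positions, so the codon context factors, the RPF scores, the pausing scores and the elongation times were not analysed here, nor were the mupirocin and yeast data.

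Counts were divided by the library total and scaled to RPM. Logarithms were taken as log2(RPM + 1). The planned design had assumed RPM values; because the values were counts, the scaling to the library total was added, as that design foresaw. Gene lengths came from the ASM584v2 annotation of MG1655, to which 3997 genes were matched by symbol and 247 by a synonym that belongs to 1 gene, while 174 were not matched. No length was given to 32 listed genes that matched the same annotated gene as another one. Density was computed for the 4134 protein-coding ORFs. Correlation and dispersion used all listed genes, and totals included all listed genes.

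The mean and SD were taken over the 3 replicates. The correlation is given for each pair of replicates, and the lowest pair was the value followed under the alternatives. The spread by density rank is the median SD in classes bounded by ranks 161, 337 and 945, the set sizes of Fig. 3C. Poisson counts drawn 20 times from the mean share of each gene and the library totals served as the level of counting error. Sequencing reads without molecular identifiers are not independent molecules, so this level covers counting error only. The smallest amount that the depth can show, 3 counts, is 2.10, 1.95 and 0.719 RPM in replicates 1, 2 and 3, respectively, and 635, 943 and 668 genes had no count.

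The position of the listed values was examined by placing the mean density of each gene at its ASM584v2 coordinates and reading it at offsets from the coordinates of the 54 ribosomal protein genes, in steps of 25 bp up to 4000 bp to either side. The offset was taken where the mean of log2(density + 0.01) was highest. Because the nearly empty genes help to set it, it was also chosen for each of them from the ribosomal protein genes of other clusters that were not nearly empty. The ATP synthase densities relative to *atpA* were set against the ratio of copies, for the subunits with a value at the offset. The named genes were fixed by a rule: *rpsQ* and *atpE*, the 5 ORFs with the highest mean density, the genes of lists on ribosomal proteins, ATP synthase, EF-Tu, EF-G and strain differences, and the 5 ORFs with the largest SD among the 945 densest. Genes with the highest count of a library and the ribosomal protein genes with almost no counts were named after their values were seen.

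The alternatives were a pseudocount of 0.1, a minimum of 10 RPM, median-of-ratios size factors, Spearman's rho, ranking by the value per ORF, the codons of the inner region (15 fewer), the mean in place of the sum of replicates, other totals and gene sets, a minimum of 100 counts, and leaving out each replicate in turn. All were chosen before the data were examined, except the reading of genes at the offset. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

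The calculations were tested on simulated data drawn on the real genes and, except in the test of position, the real totals. Of 200 ORFs raised or lowered 4-fold in 1 library, 200 were found among the 945 densest by their SD. When 200 ORFs were all raised 16-fold, which moves the library total, 80 were found after scaling to the library total and 200 with median-of-ratios size factors, so that the scaling to the total is sensitive to large changes of dense genes. Counts simulated with a variance 10 times the mean gave a median ratio of 8.56. For the test of position, only the gene coordinates were real. The densities were set high on ribosomal protein genes and low elsewhere, with the same displacement along the whole chromosome. A displacement of 1500 bp was then found as 1425 bp, and no displacement as 0 bp. Dense neighbours, nearly empty genes and unequal displacements were not simulated, so this test does not show how reliable the offset of the real data is.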

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

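The tests in this part were chosen after the values were seen. Among the 945 ORFs with the highest mean density, 5 ORFs that the paper does not discuss had the largest SD of log2(RPM + 1) between the replicates. The SD was 8.27 for *fbaB*, 7.13 for *gatZ*, 7.03 for *gatY*, 6.83 for *gatA* and 6.63 for *gatB*. With 3 counts as the smallest amount that can be shown, all 5 were above that level in replicate 1 and at or below it in replicates 2 and 3. The RPF count of *fbaB* was 35419 in replicate 1, 0 in replicate 2 and 2 in replicate 3. For *gatZ* the counts were 14703, 2 and 3, for *gatY* 10742, 3 and 0, for *gatA* 7415, 1 and 1, and for *gatB* 5169, 1 and 0. The 5 genes lie side by side in ASM584v2, from 2174282 to 2178564, where the listed values carry an uncertainty of position, so the signal may belong to the neighbouring sequence at lower coordinates, such as the gene 1650 bp before each.

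More broadly, 33 ORFs had at least 100 RPM in replicate 1 and at most 3 counts in each of replicates 2 and 3, whereas 2 ORFs had at least 100 RPM in both of replicates 2 and 3 and at most 3 counts in replicate 1. The Pearson correlation between replicates 2 and 3 exceeded the closer of the pairs with replicate 1 by 0.109. A difference in depth was tested by thinning all libraries to the smallest total, and the gap was then 0.105. A few genes with very high counts were tested by leaving out the 50 genes with the largest counts, and the gap was then 0.114. Neither removed the gap. The 50 genes are few among the 4418 that the correlation covers, so leaving them out could hardly remove it, and that test does not decide. A different culture or strain behind replicate 1, or a mixed sample, could give the 33 ORFs, but the counts cannot separate these from each other or from a difference in growth between cultures. The labels give no batch, so none was tested, and the design holds no condition that would give a biological explanation to test.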

How the results depend on the processing

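No paired analysis was possible because the samples are of a single condition. The values of *rpsQ* and *atpE*, the shares of RPFs in the top 161, 337 and 945 transcripts, the ribosomal protein share, the codons translated per ribosome made and the percentiles of the strain genes moved by less than 1 SD between replicates under every alternative that was run for them; for the shares, the ribosomal protein values and the single genes that SD is large, since replicates differed strongly. The number of ORFs above 0.3 RPFs per codon stayed within 1.5 times its value.

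With a minimum of 10 RPM the lowest correlation between replicates fell from 0.823 to 0.539, and the median SD of the ORFs after rank 945 rose from 0.68 to 0.95. With a pseudocount of 0.1 that SD was 1.12, and it was 0.87 for the ORFs between ranks 337 and 945, for which 0.86 had been found with a pseudocount of 1. With median-of-ratios size factors the SD was 0.93 for the ORFs between ranks 161 and 337, against 0.80, and 0.87 between ranks 337 and 945. It was 1.13 for the 161 densest ORFs, against 0.95, and 0.64 after rank 945, against 0.68. These last changes were within 1 SD between replicates. The order of the densest and the least dense class thus depended on how low values were treated. With the mean in place of the sum of the 3 replicates, 268 ORFs were above 5 RPFs per codon, against 616, and 657 were above 1.5, against 1288. Above 0.3 RPFs per codon the numbers were 1559 and 2104. With a minimum of 100 counts the median ratio of variance to mean was 147, against 54.7. With the codons of the inner region, the density of *atpE* relative to *atpA* was 1.34, against 1.12. The cause of these changes was not tested.

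Across the 3 computations that each left out a replicate, the lowest correlation ran from 0.823 to 0.937, the latter without replicate 1. The median SD ran from 0.65 to 1.06 for the 161 densest ORFs, from 0.69 to 0.74 down to rank 337, from 0.70 to 0.72 down to rank 945, and from 0.39 to 0.60 after that. The number of ORFs above 5 RPFs per codon ran from 336 to 509 and above 1.5 from 836 to 1135. The ratio of variance to mean ran from 25.2 to 41.6.

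An alternative added after the data were examined read each gene at the offset of 1650 bp. The coefficient of variation of the ribosomal protein densities then was 73.6%, against 97.5%. Relative to *atpA*, the density was 0.157 for *atpI*, 0.588 for *atpF*, 1.02 for *atpH*, 1.04 for *atpG*, 0.969 for *atpD* and 0.574 for *atpC*, against 0.558, 1.09, 0.720, 0.823, 0.199 and 0.265 at the gene's own coordinates. Relative to *fusA* it was 0.507 for *tufA* and 1.38 for *tufB*, against 0.026 and 0.0044. The offset was applied alike along the whole chromosome, and since each gene has a single value, these readings mix neighbouring genes. For *atpE* no listed gene lies at the offset, so it gave no value. Leaving out *rplL* could not change the codons translated per ribosome made, which already left it out. Depth limits the ORFs after rank 945, whose median density summed over the replicates was 0.10 RPFs per codon and whose simulated counting error was 0.22.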

Differences from the paper's values

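The paper's set with more than 5 RPFs per codon has 161 transcripts, and 616 ORFs were found in the sum of the 3 replicates. Of the alternatives set before the data were examined, the mean of the 3 replicates, with 268, came within the spread between replicates; the others did not. The paper's set with more than 1.5 RPFs per codon has 337 transcripts against 1288 ORFs here, and its set with more than 0.3 has 945 against 2104. None of the alternatives set before the data were examined closed these gaps. In replicates 1, 2 and 3 there were 171, 181 and 374 ORFs above 5 RPFs per codon, 516, 455 and 831 above 1.5, and 1436, 1154 and 1612 above 0.3. Replicates 1 and 2 were nearer to the paper's numbers than the mean of the 3 replicates, with 268, 657 and 1559, and replicate 3 was further from them at each limit. The limits were not scaled to depth, and replicate 3 had 4174613 counts, against 1427588 and 1537614 in replicates 1 and 2. Depth alone can therefore raise its numbers and those of the sum. The paper's text does not say which replicates its sets come from.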

Other observations

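The tests in this part were chosen after the values were seen. The products of nearly all ribosomal protein genes are present in a single copy per ribosome, yet 10 of the 54 had fewer than 10 RPF counts in every replicate, among them *rpsF*, *rplI*, *rplS*, *rpmE* and *rpmH*, and 2 of them had no count at all. A candidate explanation is that the gene intervals used for counting were displaced from the coordinates of the genome the reads were mapped to. The mean log2 density of the ribosomal protein genes, to which nearly empty genes contribute strongly, was highest 1650 bp beyond their coordinates, and values within 0.1 log2 units of the highest were reached from 1600 to 2000 bp. The highest point was at 1600 bp in replicate 1 and at 1650 bp in both other replicates. At the opposite offset, -1650 bp, the mean log2 density was 0.17, against 1.30 at 0 and 2.40 at 1650 bp. On the linear scale the change was small: the ribosomal protein share of RPFs was 10.8% at the offset and 9.95% ± 6.39 (SD, n = 3) at 0. Of the 10 nearly empty ribosomal protein genes, 60% had a density above 1 RPM per codon at the offset, but these genes helped to set the offset, so this value cannot decide. With the offset chosen for each of the 10 from the ribosomal protein genes that were not nearly empty and lie in other clusters, it was 1525 to 1975 bp, and 50% had a density above 1 RPM per codon. At the opposite offsets 0 of the 10 did. Of the 321 offsets read, 57, from 1525 to 2925 bp, gave as many dense genes. Of the 1311 other nearly empty ORFs, 7.70% were dense at 1650 bp. Dense neighbours to both sides alike would not give these values; dense neighbours mainly to the side of higher coordinates could, and were not tested. Over the 44 ribosomal protein genes that were not nearly empty, the mean log2 density was 3.16 at its highest, at 1525 bp, and 2.97 at 0, so that much of the difference came from the 10; choosing the 44 for having counts at their own coordinates in turn favours 0. The ribosomal protein genes fall into 18 clusters along the chromosome. In the first 3, which begin with *rpsT* at 20815, *rpsB* at 189874 and *rpsA* at 961995, the best offsets included 0. In the other 15, from *rpmF* at 1147367 on, they were all above 0, but they did not grow steadily. They were 1850 to 3575 bp for the cluster of *rplY* at 2282517, 175 to 1150 bp for *rpsO* at 3311415, 825 to 1525 bp for *rpsI* at 3377815, 1675 to 2250 bp for *rplQ* at 3439616, 225 to 550 bp for *rpsG* at 3473542 and 1650 bp for *rpsF* at 4425118. A single displacement does not describe these values, since the best offsets included 0 only in the first 3 clusters, of 1 gene each. Whether a displacement grows along the chromosome cannot be decided, because many clusters hold only 1 or 2 genes. The low offsets of *rpsO* and *rpsG* raised the mean log2 density little, to 2.29 from 2.18 and to 4.56 from 4.39. That of *rpsI* raised it more, to 2.52 from -1.98. The cluster of *rplK*, with 4 genes, had 1950 to 2425 bp, which overlaps that of *rplQ*, with 26. A growth in steps was not tested, and no other version of the genome was used here.

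A loss of RPFs on short genes was also tested. Over the 54 ribosomal protein genes, the Spearman correlation of length with density was 0.325, just above the limit of 0.3 set for the test, so that shortness may contribute. It leaves open why *rplI*, with 150 codons, was nearly empty while *rpsS*, with 93 codons, had 43.8 RPM per codon. These explanations are not exclusive, and the pattern cannot be told apart from a displacement or from a loss on short genes. No biological explanation was tested.

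If a displacement applies, values of single genes beyond the first clusters, *rpsQ* and *atpE* included, may be those of neighbouring sequence. By count, the ATP synthase genes did not support a displacement of 1650 bp. Of 6 subunits, 2 had a density relative to *atpA* closer to the ratio of copies in ATP synthase when read at the offset, and 4 were further from it. The closer ones were *atpD*, at 0.969 against 0.199 at its own coordinates for a ratio of copies of 1, and *atpF*, at 0.588 against 1.09 for 0.667. The others, each with a ratio of copies of 0.333, were *atpB* at 1.15 against 0.990, *atpH* at 1.02 against 0.720, *atpG* at 1.04 against 0.823 and *atpC* at 0.574 against 0.265. The change of *atpB* was within its SD between replicates, 0.312, and the largest change of the 6 was that of *atpD*. The count alone therefore does not decide. It leaves out *atpE*, which had no value at the offset. At its own coordinates *atpE* had 1.12 ± 0.194 of the density of *atpA* (SD, n = 3), below the ratio of copies of 3.33. The genes *tufA* and *tufB*, which encode EF-Tu, had 0.026 ± 0.043 and 0.0044 ± 0.0032 of the density of *fusA*, which encodes EF-G (SD, n = 3). The near-identity of both copies could remove their reads from a set of uniquely mapped reads. At the offset the ratio of *tufB* to *fusA* was 1.38, but a single value per gene cannot separate lost reads from displaced intervals.

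Of the K-12 genes listed as missing from *E. coli* B, *ompT* had 667, 862 and 2785 RPF counts in replicates 1, 2 and 3, *ompC* had 17, 2 and 25, and *dcm* had 136, 0 and 1. The percentiles among the ORFs were 90.6, 92.7 and 94.2 for *ompT*, 46.9, 32.9 and 48.8 for *ompC*, and 72.2, 9.70 and 16.9 for *dcm*. The 3 genes point in different directions. If its position holds, the counts of *ompT*, which lies between the clusters of *rpsB* and *rpsA*, whose best offsets included 0, go against the naming of the strain as B. The low values of *ompC*, and of *dcm* in replicates 2 and 3, do not, and *dcm* set replicate 1 apart from the others; both lie where best offsets were above 0. The list of missing genes comes from general knowledge, and the strain is not settled by these counts. Of the genes taken for comparison, *ompF* had 12206, 52694 and 64251, *ompA* had 16434, 2246 and 6418, *ompX* had 11, 0 and 1, and *lon* had 1786, 2279 and 7725. Both *ompX*, at 850450, and *lon*, at 458888, lie in the same interval as *ompT* and were taken as present in B. A gene that is present need not be expressed in B, and this was not checked. The high counts of *lon* were therefore not read as evidence for B. The few counts of *ompX* leave open whether a low value marks a missing gene, and whether positions hold in that interval. The coefficient of variation of density over the 53 ribosomal protein genes present in a single copy per ribosome was 97.5%, with a median density of 8.80 RPM per codon.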
